# Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish

**DOI:** 10.1371/journal.pone.0100910

**Published:** 2014-07-02

**Authors:** Qing Liu, Jan M. Spitsbergen, Ronan Cariou, Chun-Yuan Huang, Nan Jiang, Giles Goetz, Reinhold J. Hutz, Peter J. Tonellato, Michael J. Carvan

## Abstract

The goal of this project was to investigate the effects and possible developmental disease implication of chronic dietary TCDD exposure on global gene expression anchored to histopathologic analysis in juvenile zebrafish by functional genomic, histopathologic and analytic chemistry methods. Specifically, juvenile zebrafish were fed Biodiet starter with TCDD added at 0, 0.1, 1, 10 and 100 ppb, and fish were sampled following 0, 7, 14, 28 and 42 d after initiation of the exposure. TCDD accumulated in a dose- and time-dependent manner and 100 ppb TCDD caused TCDD accumulation in female (15.49 ppb) and male (18.04 ppb) fish at 28 d post exposure. Dietary TCDD caused multiple lesions in liver, kidney, intestine and ovary of zebrafish and functional dysregulation such as depletion of glycogen in liver, retrobulbar edema, degeneration of nasal neurosensory epithelium, underdevelopment of intestine, and diminution in the fraction of ovarian follicles containing vitellogenic oocytes. Importantly, lesions in nasal epithelium and evidence of endocrine disruption based on alternatively spliced *vasa* transcripts are two novel and significant results of this study. Microarray gene expression analysis comparing vehicle control to dietary TCDD revealed dysregulated genes involved in pathways associated with cardiac necrosis/cell death, cardiac fibrosis, renal necrosis/cell death and liver necrosis/cell death. These baseline toxicological effects provide evidence for the potential mechanisms of developmental dysfunctions induced by TCDD and *vasa* as a biomarker for ovarian developmental disruption.

## Introduction

TCDD is a highly toxic, widespread environmental chemical that is a by-product of incinerating plastics, chlorinated industrial chemicals and other hydrocarbons. TCDD has been shown to persist in the environment, bioaccumulate in humans and wildlife through trophic transfer [1] and contributes to adverse disease-specific effects such as cancer and cardiovascular toxicity [2]–[5]. Zebrafish, as an aquatic animal model, continues to play a central role in TCDD toxicological developmental and genetic research [6]. TCDD has been found to cause precursor and disease-associated adverse effects in zebrafish embryos, such as craniofacial malformations in jaw, edema in yolk sac and pericardium, decreases in cardiac output [7], spinal deformity [8], disruption of development of common cardinal vein [9], and a developmental reduction in blood flow in mesencephalic vein [10]. In TCDD-treated adult zebrafish, collections of fully developed disease phenotypes and dysfunction have been documented. For example, TCDD has been found to inhibit caudal fin regeneration in zebrafish, suggesting dysfunction of tissue’s self-repairing abilities by its inhibition of cellular differentiation and proliferation [11]. In the reproductive system, TCDD represses the follicle maturation in ovarian development and inhibits estradiol biosynthesis [12].

In spite of these wide-ranging and impactful early embryonic dysregulation findings and fully developed adult disease implications, there are few studies examining the onset and development of the dysregulation in fish during the critical developmental transition from embryo to adult. For example, neither toxicological nor toxicogenomic effects of dietary TCDD exposure on juvenile zebrafish are well documented. Although it is well understood that key dysregulation critical to adult health are initiated in the embryonic stage, many diseases and exposure-pathology emerge during the juvenile stages (e.g. so called “early” onset diseases) or precursors to the adult problems are not observed in embryonic studies may be identified in the juvenile stage. There is a gap in our understanding of the pathology, gene expression and dysregulation of juvenile zebrafish due to dietary TCDD exposure. We hypothesize that early onset precursors to adult diseases and toxicogenomic dysregulation can be detected in juvenile fish and that juveniles may exhibit dysregulation not observed in either embryos or adults.

The objective of this study is to create a baseline of evidence of the phenotypes and genetic dysregulation leading to a better understanding of the molecular mechanism (s) involved in the onset of TCDD-induced disease exhibited in zebrafish. Chronic dietary TCDD exposure was conducted by exposing juvenile zebrafish to dietary TCDD at 0, 0.1, 1, 10 or 100 ppb TCDD for 42 d. Accumulations of TCDD in fish were measured in whole fish bodies. TCDD-induced toxicities were investigated using histopathologic analysis, and global gene expression in fish treated with TCDD was analyzed through microarray experiments. TCDD accumulation was dose- and time-dependent in zebrafish, although no significant mortality was observed even at accumulated doses up to 10 ppb. Juvenile zebrafish showed pathologic alterations due to TCDD exposure at 28 and 42 d, especially in disruption of ovarian development and degeneration of nasal epithelium. Functional analysis of microarray data from TCDD-treated fish revealed a correlation between gene expression and histopathologic outcomes.

## Methods

### Ethics statement

Zebrafish were handled following protocols approved by the Animal Care and Use Committee (ACUC) of the University of Wisconsin–Milwaukee (UWM).

### Chemicals and diet

TCDD was purchased from the National Cancer Institute–Chemical Carcinogen Reference Standard Repository, Midwest Research Institute (Kansas City, MO) and stored at room temperature. Dose formulations for treatment were prepared by dissolving TCDD in ethanol and mixing the appropriate amount into Biodiet starter #2 (Bio-Oregon, Inc., Warrenton, OR), using 1 L ethanol per kilogram of diet. The ethanol in the mixture was evaporated under a fume hood to remove the vehicle.

### Animals

Juvenile wild-type zebrafish (stock originally purchased from EkkWill Waterlife Resources, Ruskin, FL) (0.16 g, 2.10 cm) were reared in 28°C dechlorinated, filtered municipal water (DFMW) in the NIEHS Children’s Environmental Health Sciences Core Center (CEHSC) animal facility. Fish from a single treatment were housed in a single flow-through 40 L polycarbonate tank to reduce hazardous waste. Zebrafish were fed Biodiet starter (4% body weight per day) for 42 d with TCDD added at 0 ppb, 0.1 ppb, 1 ppb, 10 ppb or 100 ppb (nominal concentration, ethanol used as vehicle). Each treatment had one tank with 300 fish (N = 300). Throughout any animal treatment, fish were visually monitored three to four times daily as part of normal husbandry. Any individual that exhibited signs of distress (the inability to maintain an upright position, holding fins close to body for a prolonged period, erratic swimming, remaining close to the bottom or top of the tank, inflammation around the gills, excessive and/or difficult respiration, or suppression of pigmentation) was immediately humanely euthanized. For euthanasia, fish were anaesthetized in 100 mg/l of buffered MS222 (tricaine mesylate) solution, then, killed by cervical transection or immersion in liquid nitrogen. Fifty fish were collected at 7, 14, 28 or 42 days (d) respectively, following initiation of TCDD diet, and 15 of them were measured for body weight and length. Samples were stored at −80°C until used for experiments.

### TCDD assessment

All samples have been analyzed by the French National Reference Laboratory for PCDD/Fs and PCBs in food and feed, using the method described below that was accredited according to the ISO 17025 standard. Details of the sample preparation method can be found elsewhere [13]–[15].

Five individuals of each group were pooled for extraction using a Pressurized Liquid Extraction system (ASE, Dionex, Sunnyvale, CA, USA). Three successive static extraction cycles (5 min each) were performed using a mixture of toluene/acetone (70∶30, v/v) at 100 bar and 120°C. Extracts were aliquoted before purification steps, according to expected TCDD content. Clean-up and fractionation of TCDD was carried out using liquid chromatography columns with sulphuric acid silica, Florisil and carbon (Carbopack C) in that order.

All samples were analyzed by gas chromatography coupled to high resolution mass spectrometry (GC-HRMS). Identification and quantification of TCDD was achieved using the isotope-dilution method. ^13^C_12_-labeled TCDD was used as internal standard. GC separation was performed on a DB-5MS capillary column (30 m×0.25 mm, 0.25 µm) in HP 7890 instrument (HP, Palo Alto, CA, USA). HRMS measurements were achieved on a JMS 800D electromagnetic instruments (Jeol, Tokyo, Japan), operating at a resolution of 10,000 in the selected ion-monitoring acquisition mode after Electroionisation (42 eV).

### Histopathologic analysis

Five to ten fish were collected after 28 and 42 d of dietary exposure from each treatment group for histopathologic analysis. Briefly, fish were anaesthetized in 100 mg/l of MS222, and then sacrificed by cervical transection. The coelomic cavity was opened allowing perfusion of internal organs. A transverse incision at the level of the anterior spinal cord enhanced fixation of brain and kidney. Tails were removed, and carcass was placed into plastic cassettes separately. The samples were fixed in Davison’s solution (150 ml ethanol, 95%; 100 ml formaldehyde 37%, 50 ml glacial acetic acid and 58 ml distilled water) for 24 h, rinsed in cold tap water (24 h), decalcified in Cal-EX for 24 h (Fisher Scientific, Pittsburgh, PA), and rinsed again in cold tap water (24 h). Dehydration occurred in 50% and then 70% ethanol for 24 h each. The samples were subsequently embedded in paraffin. Sagittal-step sections were cut near midline and medial to the eye (2–4 per fish), mounted on glass slides and stained with hematoxylin and eosin by Mass Histology Service, Inc. (Worcester, MA). Histopathologic analysis was performed at Oregon State University (Corvallis, OR) by a veterinary pathologist certified by the American College of Veterinary Pathologists, having 30 years of experience in fish pathology research and diagnostic pathology.

### RNA isolation

Total RNA from individual fish was isolated using Trizol reagent (Invitrogen, Carlsbad, CA). One ml of Trizol was used per individual fish, which were then homogenized with Power Gen 500 (Fisher Scientific, PA). Chloroform (0.2 ml) was added for dissociation of nucleoprotein and mixed by shaking the tubes by hand for 15 s. The samples were then centrifuged at 12000 g for 15 min at 8°C. The upper aqueous phase was moved to a clean 1.5 ml microcentrifuge tube, and 0.5 ml of isopropyl alcohol was added for precipitation of the RNA by incubating the samples at room temperature for 10 min. The samples were centrifuged at 12000 g for 15 min at 8°C. Then the supernatant was removed and 1 ml of 75% ethanol was added to wash the pellet, and the samples were centrifuged at 12000 g for 5 min at 8°C. The samples were air-dried and then dissolved in RNase-free water. The concentration of RNA was determined with a ND-1000 NanoDrop Spectrophotometer (Thermo Scientific, DE).

RNA purification was performed using the RNeasy MiniElute cleanup kit (Qiagen, CA) following the manufacturer’s protocol. Pre-cleaned total RNA samples (<45 µg in a total volume of 100 µl RNase-free water) were digested with 2.5 µl DNase I (1500 U) for 10 min at room temperature. Digested RNA was eluted through a RNeasy MinElute Spin Column with 350 µl RLT buffer and 250 µl 100% ethanol to bind RNA to the membrane of the column. The column was washed with 500 µl 80% ethanol after being washed with 500 µl RPE buffer, and RNA was eluted in 20 µl RNase-free water. The concentration of RNA was determined using the ND-1000 NanoDrop Spectrophotometer. Quality of zebrafish total RNA was determined with an Experion RNA StdSens chip (Bio-Rad, CA).

### Sex designation

Zebrafish at the juvenile stage were placed into the TCDD feeding experiment and typically achieve gonadal maturation after 3–4 weeks. The body cavity of each fish was opened and the presumptive sex determined by visual assessment of the gonad. Unexpectedly, all fish in the 100 ppb-treated group were lacking mature or undifferentiated gonads at 42 d.

We felt the need to determine the sex of each individual fish to account for differences in response between males and females. Since visual sex-determination is not 100% reliable, a novel RT-PCR-based sexing method was developed and validated. It has been reported that male and female zebrafish have two different splicing variants of the gene *vasa* after 25 dpf that differ in length depending on inclusion or exclusion of exon 4 [16]. Male zebrafish mainly express short *vasa* mRNA without exon 4 and have very low expression of long *vasa* containing exon 4, and female zebrafish have both short and long *vasa* mRNA splice variants (Figure 1). In order to distinguish male and female by RT-PCR based on the numbers of bands of RT-PCR products on the gel, a pair of primers was designed across from exon 2 to exon 6 as shown in Figure 1. Both visual observation of the gonad and PCR with vasa primers were used to sex TCDD-treated zebrafish (Table 1).

**Figure 1:**
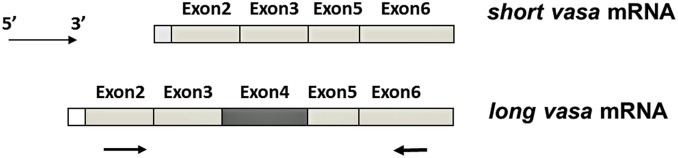
Two *vasa* splicing variants in zebrafish (Krøvel *et al.*, 2004). Male zebrafish have short vasa mRNA and female zebrafish have both short and long vasa mRNA. A pair of primers was designed crossing exon 2 and exon 6 (arrow). The sequences of primers are: vasa_long_forward 5′-CCCAATATGGATGACTGGGAG-3′; vasa_long_reverse 5′-CAGCACCTCCTGTATAAAAGC-3′. A PCR method was applied to distinguish male and female based on the numbers of bands of PCR products on the gel. Female fish have two bands and male fish have one band. In addition, expression of exon 4 within vasa gene was quantified by real-time QPCR. The sequences are: exon4_forward: 5′-CTTCACGCGTGTCCACCTG-3′; exon4_reverse: 5′-GCTCTTGAATCCTCCATCAGAACC-3′.

**Table 1:** Sex designation of dietary TCDD-treated zebrafish using both observation and QPCR method.

Visual observation	PCR by vasa	Designated sex
testis	male	male
ovary	female	female
Abnormal gonad	female	female (immature)

### Quantification of exon-4 transcripts of *vasa* mRNA

In order to identify presumptive TCDD-induced disruption of splicing of vasa mRNA between male and female zebrafish, another pair of primers was designed for testing levels of exon-4 transcripts in two qRT-PCR experiments: 1) sexed male and female zebrafish in all treatment groups at 28 d; and 2) sexed male, female and immature zebrafish in 0 and 100 ppb groups at each collection time point.

For quantification of the exon-4 transcripts in qRT-PCR experiments, RNA from female and male fish in 0 ppb groups at 28 d was pooled and used as a common reference for the comparison. We identified guanine nucleotide-binding protein (G protein), beta polypeptide 2-like 1 (*gnb2l1*) as a normalizer gene based on this and previous studies of TCDD-treated zebrafish in this laboratory. The sequences of primers for *gnb2l1* are: gnb2l1_forward: 5′-AGCTGAGGCAGGACATCATT-3′; gnb2l1_reverse: 5′-GCTTTATCTGGTTCCGATGG-3′.

Regarding QPCR, first-strand cDNA was synthesized from 1 µg of total RNA from individual fish with oligo-dT using an AffinityScriptTM Multi Temperature cDNA synthesis Kit (Agilent Technologies, Inc. Santa Clara, CA) following the manufacturer’s protocol. PCR amplification was performed with the Mx3000P QPCR Systems (Agilent) in 10 µl reactions using 1 µl of cDNA (10 ng of total input RNA), 200 nM each of forward and reverse primer and 1×Power SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, California). The real-time PCR program consisted of 1 cycle of 95°C for 9 min; and 40 cycles of 95°C for 15 s, 59°C 30 s and 72°C for 30 s, with fluorescence detection at the end of each 59°C step. The products were determined by melting curves. Relative gene expression data (fold-changes) were calculated using the mathematical model described by Pfaffl [17]. Statistical analysis of QPCR data was performed using SigmaStat 11.0 (Systat Software, Inc., CA). One-way analysis of variance (ANOVA) was used to detect the significances of treatments compared to control group at 28 d.

### Microarray experiments

We used individual fish to perform the microarray experiments and assess biologic variability in gene expression. Two microarray experiments were designed based on time, dose, and designated sex (Figure 2): (1) Dose-dependent experiment: gene expression testing conducted in TCDD-treated (at 0, 0.1, 1, 10 or 100 ppb) for male and female sexed zebrafish at 28 d; and (2) Time-dependent experiment: gene expression testing of 100 ppb-TCDD treated male and female sexed zebrafish at 7, 14, 28 and 42 d.

**Figure 2:**
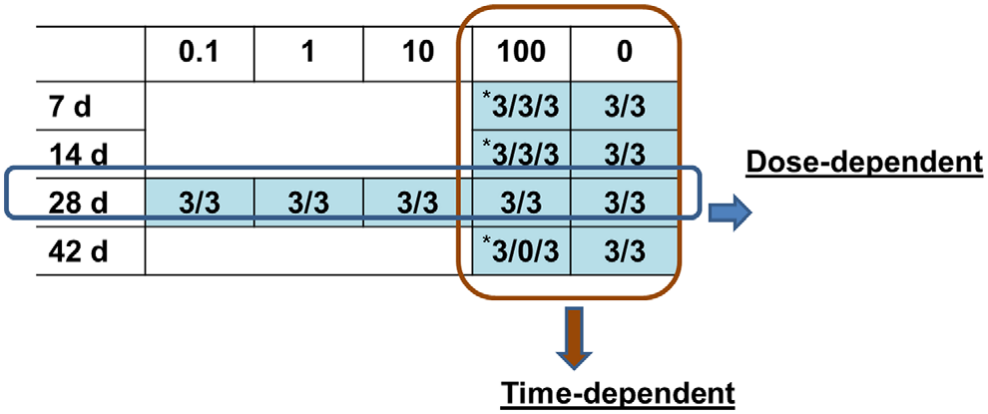
Microarray experiment design for TCDD-treated zebrafish. Zebrafish were fed with TCDD at 0, 0.1, 1, 10 and 100-dependent experiment: fish from each treatment at 28 d for microarray analysis; Time-dependent experiment: fish from 0 and 100 ppb groups at 7, 14, 28 and 42 d for microarray experiment. Three female and three male fish from each group were used for microarray experiments with NimbleGen 12×135 K zebrafish microarray system was used for this project. The asterisk (*) means three immature fish in 100 ppb groups at 7, 14 and 42 d were used for microarrays, and no mature female fish were found in 100 ppb group at 42 d.

NimbleGen Gene Expression 12×135 K zebrafish microarrays were used for genome-wide expression analysis of TCDD-treated zebrafish. RNA samples from six zebrafish (three male and three female, when available) were randomly selected. cDNA was synthesized using the Superscript Double-Stranded cDNA synthesis Kit (Invitrogen, Carlsbad, CA). Ten µg total RNA from individual fish was denatured at 70°C for 5 min with oligo-dT primers, and then was reverse transcribed to the first stand cDNA at 42°C for 60 min with SuperScript II enzyme. The second-strand cDNA was synthesized at 16°C with DNA ligase, DNA polymerase I and RNaseH for two hours. After digestion with RNase A solution, the double-stranded DNA was cleaned in a Phase Lock tube (Fisher Scientific, PA) with phenol: chloroform: isoamyl alcohol (25∶24∶1, Ambion, NY), and then precipitated in ice-cold ethanol with 7.5 M ammonium acetate and 5 mg/ml glycogen, and dried to a pellet in a DNA 120 SpeedVac (Thermo Scientific, DE). The DNA was then cleaned using QIAquick PCR purification kit (Qiagen, CA). The quality of DNA was determined with an Experion RNA HighSens chip (Bio-Rad, CA). One µg double-stranded DNA was used for Cy3-labeling reaction with random primer and Klenow fragment (3′–>5′ exo-) using a One-Color DNA labeling Kit (NimbleGen, WI). Cy3-labeled DNA was precipitated in ice-cold ethanol with 5 M NaCl and dried to a pellet in a SpeedVac, then rehydrated in nuclease-free water. The concentration of Cy3-labeled DNA was determined using a ND-1000 NanoDrop Spectrophotometer. Cy3-labeled double stranded DNA was hybridized to a NimbleGen 12×135 K array using a NimbleGen hybridization kit; the hybridization was performed in the NimbleGen Hybridization System (NimbleGen, WI) at 42°C for 16 h. Arrays were washed with NimbleGen Wash buffers and 1 M DTT, and then spin dried in a NimbleGen microarray drier.

Hybridized microarrays were sent to MOgene, LC (St, Louis, MO) for scanning. The arrays were scanned at 2 µm resolution on a NimbleGen MS200 scanner with auto-gain adjust. The TIFF images were gridded and signals extracted using NimbleScan v. 2.6. Expression data were normalized with the Robust Multichip Average (RMA) algorithm as described previously [18].

### Microarray data analysis

Differential expression analysis was performed with Multiple Array Viewer (MeV, Dana-Farber Cancer Institute, MA) software, version 4.8.1 [19], [20]. Three statistical methods were reviewed and tested for analysis: Bayesian Estimation of Temporal Regulation (BETR), one-way ANOVA, and Significance Analysis of Microarrays (SAM). False discovery rate (FDR) was controlled with the Benjamini and Hochberg procedure [21]. For both experiments and all expression data, BETR consistently predicted the lowest FDR of the three methods, and was therefore selected for differential expression analysis. Statistical significance was set at FDR <0.05. We applied K-means clustering using MeV software to cluster genes based on their expression profiles across doses and time.

Gene Ontology (GO) annotations (categories of biological process [BP]) were achieved by performing BLASTX between array sequences against all protein sequences of the Amigo database at amigo.geneontology.org [22]. Zebrafish sequences were extracted to align against the Amigo database based on their accession numbers on the array from different sources, including the NCBI (http://www.ncbi.nlm.nih.gov/UniGene/), VEGA (http://vega.sanger.ac.uk/Danio_rerio/) and Ensembl (http://www.ensembl.org/Danio_rerio). The “GOHyperGAll” script from BioConductor was employed to conduct GO enrichment analysis for functional annotations of dysregulated genes. Enriched GO terms are statistically significant and representative in dysreuglated genes against the whole array. Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems, www.ingenuity.com) was used to analyze IPA Canonical pathways and generate IPA Tox lists. Canonical pathways analysis identified the most significant pathways from the IPA library from the input data set. Tox lists were most significant toxicity lists identified from the IPA library [23], and were associated with key toxicological responses to xenobiotic insult. The *p* values were calculated by Fisher’s exact test, which calculates the probability of a gene in the dataset of a given size due to chance alone. Since IPA software does not support zebrafish data, we used human orthologs of dysregulated genes from NimbleGen geneID file for knowledge-based pathway and functional analysis. Microarray data (both pre- and post-normalized) have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/). The data is accessible through GEO Series accession number GSE47434 for the dose-dependent experiment, and GSE47547 for the time-dependent experiment.

## Results

### Mortality, growth and bioaccumulation of zebrafish treated with TCDD

No significant mortality was observed in any TCDD treatment group after 42 d of feeding (data not shown) by Kaplan-Meier survival analysis with log-rank significance test (*p*<0.05). 10 ppb- and 100 ppb TCDD caused 10% and 23% mortality in treated zebrafish at 42 d, respectively. Body weight and length and condition factor of TCDD-treated are shown in Table S1. Significant decreases of body weight and length were seen in 100 ppb-treated male zebrafish at 28 d. Significant decreases of body length were observed in male zebrafish in the 10 and 100 ppb TCDD-treatment groups at 28 d. Condition factor of female zebrafish was significantly decreased by 100 ppb at 28.

During 42 d of feeding, accumulation of TCDD in whole body exhibited dose- and time-dependent increases in both female and male fish (Figure 3). Due to the detection sensitivity of the instrument, we had to pool fish samples from each group for a single TCDD measurement, thus there were no technical replicates. The amount of TCDD in female fish in the 100-ppb group achieved 15.49 ppb at 28 d. In male fish, the amount of TCDD in male fish in 100 ppb group achieved highest concentrations (18.04 ppb) at 28 d, but it decreased to 5.33 ppb at 42 d. In the 1 ppb group, there was a technical failure during analysis and the samples were destroyed, therefore, we lack TCDD assimilation data of in the 1-ppb group at 14 d. In addition, no fish were identified as female by physical observation at 42 d.

**Figure 3:**
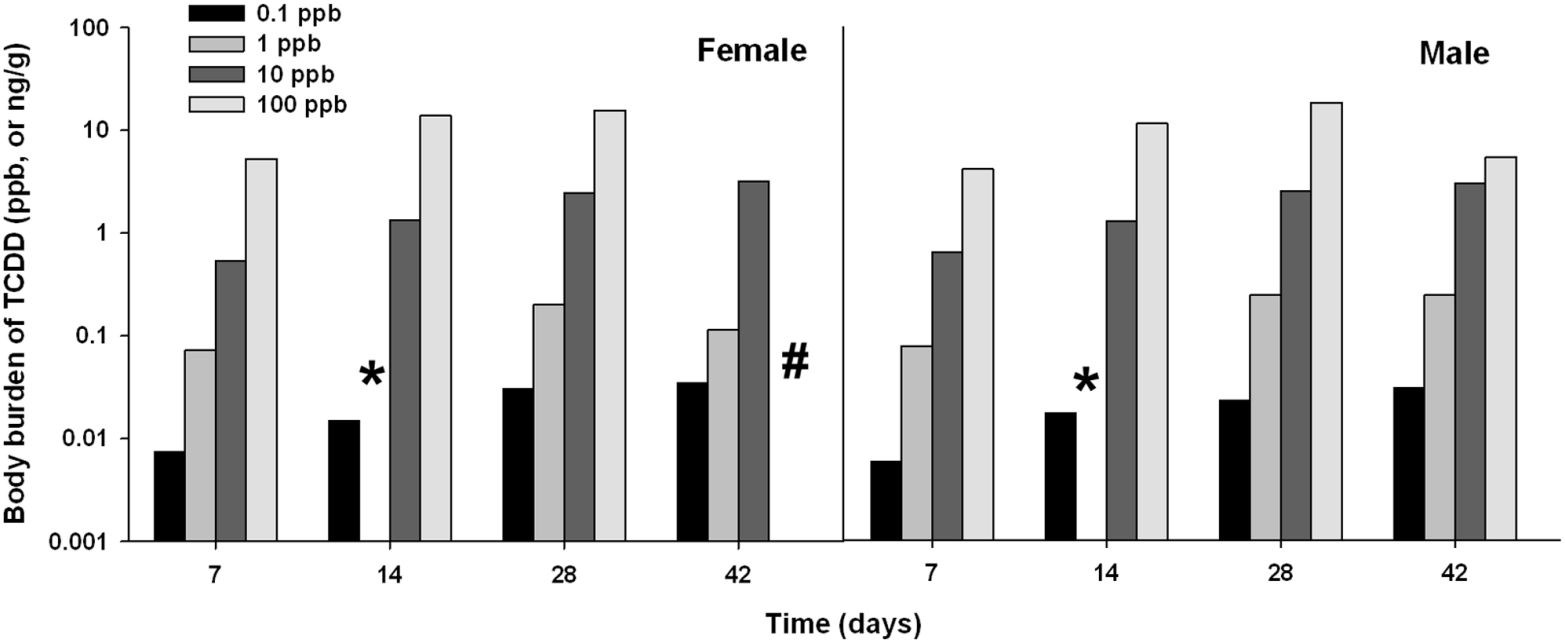
Assimilation of TCDD in female and male zebrafish during 42-d of dietary exposure. TCDD from extraction of pooled fish (up to 5) were analyzed by gas chromatography coupled to high-resolution mass spectrometry (GC-HRMS). The data (ppb) represent the observed TCDD (ng) verse wet weight of fish (g). The asterisk (*) means failed analysis and no more samples to be detected in fish treated with 1 ppb TCDD at 14 d; the “#” means no fish in 100 ppb group were identified as female by physical observation at 42 d.

### TCDD-induced clinical toxicity and gross and microscopic lesions in zebrafish

After 28 days of exposure to TCDD, some zebrafish (less than 10%) in the 100 ppb group showed hemorrhaging around their gills. These effects became more severe at 42 days. Histopathologic results were characterized as three categories: epithelial lesions, mesenchymal lesions and edema syndrome. Male and female zebrafish exhibited similar degrees of lesions, which were mainly observed in the 10 and 100 ppb TCDD-treatment groups. Thus, we combined histopathologic data from both males and females, and the summary of lesions is shown in Figure 4. Between 28 and 42 days, the TCDD-induced pathologic alterations exhibited time- and dose-dependencies in various organs of TCDD-treated zebrafish.

**Figure 4:**
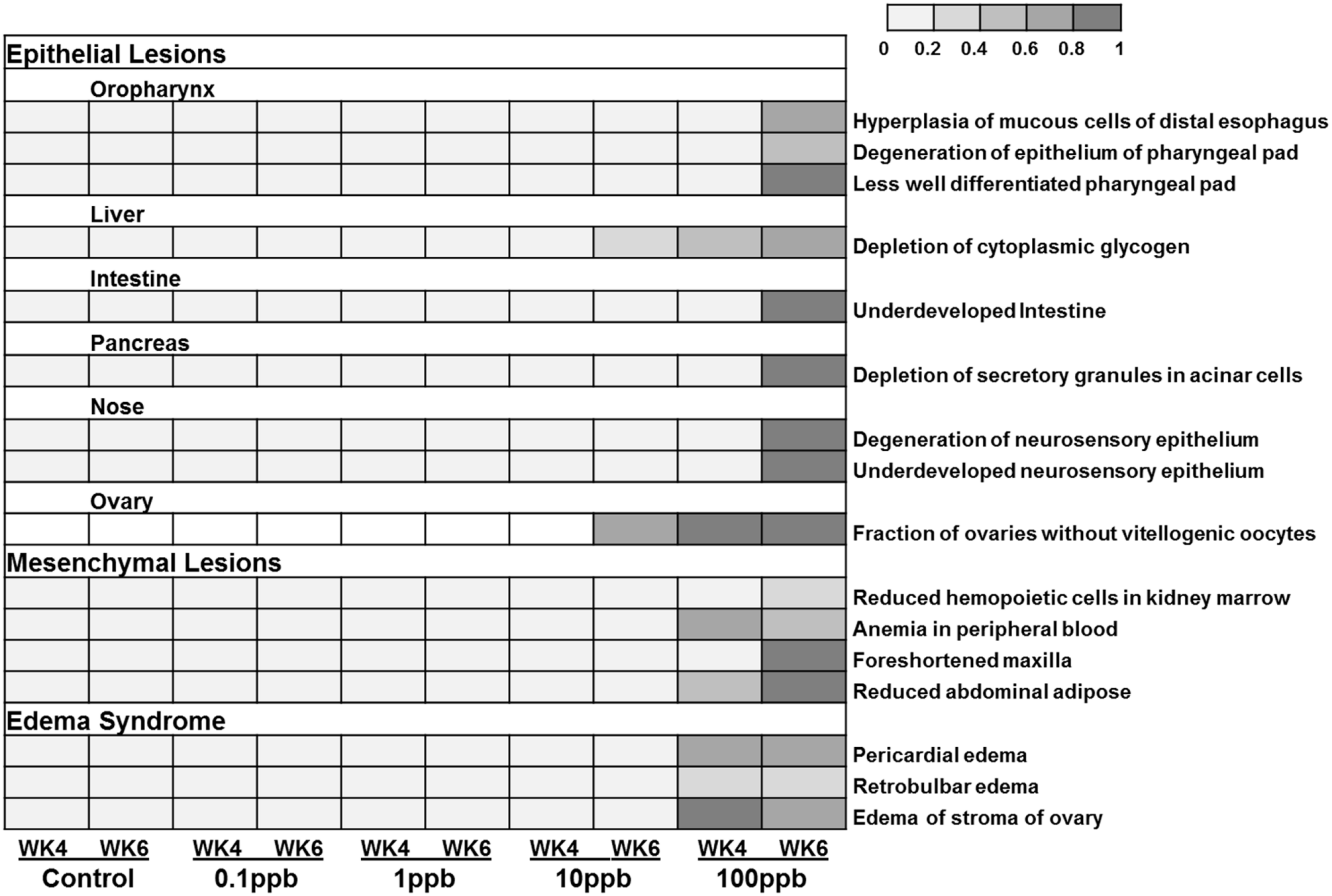
Heat-map of lesions found in dietary TCDD-treated zebrafish. Fish were collected at 28: epithelial lesions, mesenchymal lesions and edema syndrome. Each square represents the percentage of fish that had the lesions.

Detailed information of epithelial lesions is shown in Table S2 (28 d) and Table S3 (42 d). Briefly, epithelial lesions were observed in oropharynx (hyperplasia of esophagus and degeneration of pharyngeal pad), liver (depletion of glycogen), intestine (underdevelopment), pancreas (depletion of secretory granules in acinar cells), nose (underdevelopment and degeneration of neurosensory epithelium, Figure 5), and ovary (decreases in the fractions of vitellogenic oocytes compared to control fish, Figure 6). The evidence of TCDD-induced lesions in nasal epithelium of fish is novel. TCDD-induced degeneration of nasal epithelium in zebrafish is rarely documented. In this project, 100 ppb TCDD-treated zebrafish showed highly disorganized and poorly differentiated hyperplastic neurosensory epithelium compared to well differentiated, orderly, and uniform neurosensory epithelium in control fish (Figure 5).

**Figure 5:**
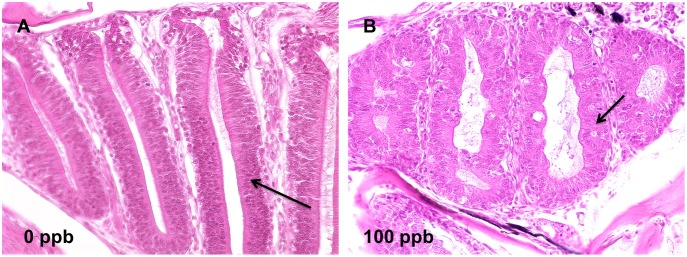
TCDD caused cystic degeneration in nasal epithelium in zebrafish after 42 d of dietary exposure. A) Well differentiated, orderly, uniform lamella (arrow) of zebrafish in 0 ppb group; B) cystic degeneration of nasal epithelium (arrows) was found in 100 ppb TCDD-treated zebrafish at 42 d (40X).

**Figure 6:**
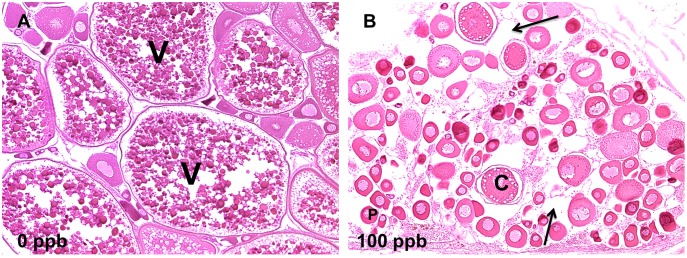
TCDD caused disruption of ovary development in zebrafish at 42 d. A) Ovulated vitellogenic follicles (V) in mature ovary of zebrafish in 0 ppb group; B) immature ovary in fish treated with 100 ppb TCDD. Ovary lacks vitellogenic follicles. Moderate interstitial edema (arrows) was observed; only previtellogenic oocytes are present: cortical alveolar oocytes (C) and perinucleolar oocytes (P) (10X).

TCDD-induced lesions in mesenchymal tissues (Tables S4 and S5) included decreases in hemopoietic cells in kidney marrow (Figure 7), anemia in peripheral blood, foreshortened maxilla and diminution in abdominal adipose tissue. Edema syndromes (Tables S6 and S7) were observed in pericardium (Figure 8), posterior regions of the eyeball, and in stroma of the ovary (Figure 6).

**Figure 7:**
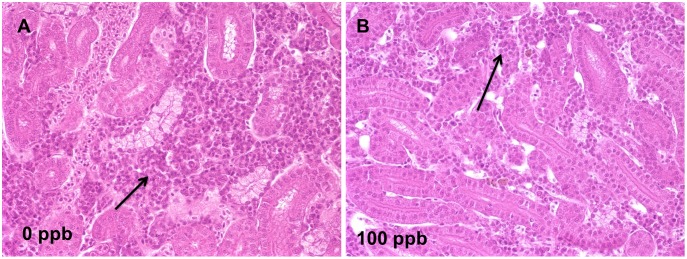
TCDD induced hemopoietic hypoplasia in kidney at 42 d. A) Normal hemopoietic tissue (arrow) in interstitium of anterior kidney of zebrafish in 0 ppb group; B) depletion of hemopoietic tissue (arrow) from interstitium of anterior kidney of zebrafish in 100 ppb group at 42 d (40X).

**Figure 8:**
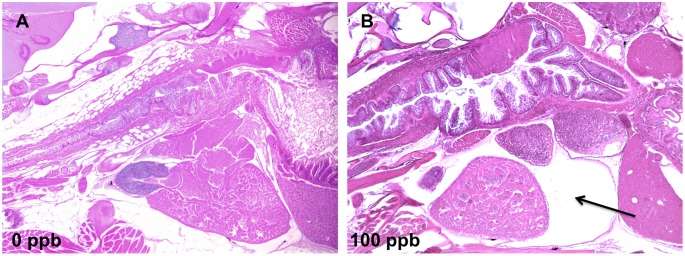
TCDD caused pericardial edema in zebrafish at 42 d. A) Normal heart in zebrafish of 0 ppb group; B) pericardial edema (arrow) in fish fed 100 ppb TCDD at 42 d (5X).

After 28 d of dietary exposure, a small percentage (less than 20%) of 100 ppb-treated zebrafish were visually determined to be female by physical observation. At 42 d, none of the fish showing in the 100 ppb group could be determined as female by physical observation of the gonad. In contrast, female zebrafish in the control and low TCDD-treatment groups possessed matured ovaries, and overall, there was an equal number of males and females. Perinucleolar and cortical alveolar stages are two of the oocyte developmental stages that occur prior to the vitellogenic stage. In the perinucleolar stage, follicular cells are monolayer and oocytes are large. In cortical alveolar stages, yolk vesicles (cortical alveoli) increase in size and can be observed in the follicle. Based on the histopathologic outcomes in Figure 6, perinucleolar and cortical alveolar oocytes accounted for a larger percentage in the ovary of the 100 ppb TCDD-treated zebrafish than in control, indicating that the development of the ovary in zebrafish was disrupted by chronic dietary TCDD exposure. Combining this information with sex identification by vasa expression in Table 1 (which shows that many fish had female vasa-expression features even though no mature gonads were observed) further supports our view that development of the ovary was disrupted by exposure.

### Gene expression analysis in TCDD-treated zebrafish

#### Dose-dependent experiment (0.1, 1, 10 and 100 ppb TCDD at 28 d)

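Gene expression was measured in whole zebrafish after 28 d on diets with 0, 0.1, 1, 10 or 100 ppb TCDD. Each dose group held 3 females and 3 males, and the total RNA of each fish was labelled with one dye and hybridized to a NimbleGen zebrafish expression array. The paper kept the fish of each treatment in a single tank. The fish of a dose therefore share a tank, and dose and tank cannot be told apart. The 30 fish were run on 36 arrays, because each of the 3 control fish of either sex was measured on 2 arrays. The authors extracted the signals with NimbleScan and normalized them by RMA, which corrects the background, gives all arrays one distribution of signals and summarizes the probes of a target. The deposited values are RMA intensities on a linear scale, and their log2 values were used here without a further filter. The arrays hold 38489 targets, of which 89.1% had a mean above 7.90, the mean log2 value of the probes of random sequence. A target at or below these probes in all 3 fish of a group is called not well above background there, and its fold is given as at least that against the background. Signals within 0.25 log2 units of the highest signal of an array are at the top of the scale, where differences are compressed. The median log2 intensity of an array was 10.20 to 10.35 in females (median 10.29) and 10.20 to 10.46 in males (median 10.30). A target could be named by its RefSeq accession (2663 targets) or its zebrafish symbol (18601 targets). A further 7842 targets carry only the symbol of a human gene to which they were matched, and such a gene is written here as a matched target. Coordinates are those of the array annotation on the Zv7 assembly. The 36 arrays lie on 4 slides. Slide A holds the first array of each male control and the males at 0.1, 1 and 10 ppb, slide B the second array of each male control, slide C the second array of each female control and both sexes at 100 ppb, and slide D the first array of each female control and the females at 0.1, 1 and 10 ppb. Males at 100 ppb therefore share no slide with a male control. The 2 arrays of a control fish were averaged, and the 15 fish of each sex were fitted with limma, with a moderated F-test over the 4 differences between a dose and the control and a moderated test of each difference. p-values were adjusted by the Benjamini-Hochberg procedure over all targets, and targets with an adjusted p under 0.05 were called. The authors selected genes with BETR, which could not be run here. Groups of genes were compared with all other genes by limma's camera test with a preset correlation of 0.01 between the genes of a list, and again with the correlation estimated from the data. The tests, the 34 gene lists, the rule for naming genes and the alternatives were set before the data were examined, although the values in Tables S8 and S9 had been seen by then.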

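In females at 100 ppb TCDD, pla2g3, a secreted phospholipase A2, fell at least 8.35-fold, from 11.09 ± 0.63 in controls to 7.18 ± 0.33, which is not well above background (SD, n = 3 fish in each group). In the same females a target matched to CTSD, the lysosomal protease cathepsin D, fell from 13.88 ± 0.37 to 11.35 ± 0.84 (SD, n = 3). In males at 100 ppb, hapln1a, which links hyaluronan to proteoglycans in cartilage, fell from 11.14 ± 0.10 to 7.89 ± 0.32 (SD, n = 3), and gstk4, a kappa-class glutathione S-transferase, fell from 11.33 ± 0.43 to 7.15 ± 0.79 (SD, n = 3), at least 8.42-fold to a level not well above background. In the same males a target matched to CYP24A1, the enzyme that inactivates vitamin D, rose from 8.95 ± 0.56 to 12.33 ± 1.48 (SD, n = 3), and fbxo32, a ubiquitin ligase of muscle protein breakdown, rose from 11.27 ± 0.51 to 14.22 ± 1.22 (SD, n = 3). The pla2g3 target (NM_001037412) lies on chromosome 10 of Zv7 from 21932341 to 21945070, and its fall had an adjusted p = 0.00365 from limma. The log2 fold changes of the other females' falls were -2.53 (standard error 0.36, adjusted p = 0.00528) for the CTSD-matched target and -2.72 (standard error 0.47, adjusted p = 0.0157) for tgfbi, an adhesion protein of the extracellular matrix. Rises in females included her7, a Notch-regulated transcription factor of body segmentation, with 1.55 (standard error 0.25, adjusted p = 0.00932). They also included odad1 and cfap263, both genes of motile cilia, with 1.51 (adjusted p = 0.0343) and 1.50 (adjusted p = 0.0177). LOC561162 and zgc:100868, which was not well above background in controls, passed the test over all doses but not at 100 ppb itself (log2 fold change 1.32 (adjusted p = 0.0517) for LOC561162, adjusted p = 0.0565 for zgc:100868). In males, the hapln1a target (OTTDART00000013346, chromosome 5, 28291522 to 28306596) changed by -3.25 (standard error 0.24, adjusted p = 2.15e-05), and the fall of gstk4 had an adjusted p = 6.66e-05. Further falls in males were -3.64 (adjusted p = 9.45e-04) for rtn2b, a reticulon of the endoplasmic reticulum, -3.43 (adjusted p = 1.90e-04) for a target matched to HBB, a beta globin, and -3.49 (adjusted p = 0.0140) for a target matched to MFAP4, a protein of elastic microfibrils, and hapln1a and the MFAP4-matched target were at or below background in 2 of the 3 males at 100 ppb. The rises in males were 3.38 (standard error 0.69, adjusted p = 0.00646) for the CYP24A1-matched target and 2.95 (standard error 0.65, adjusted p = 0.00915) for fbxo32. They extended to a target matched to TFR2, a transferrin receptor, with 2.88 (adjusted p = 0.00291), igfbp1a, a binding protein of insulin-like growth factors, from 9.71 ± 0.14 to 12.01 ± 1.41 (SD, n = 3, adjusted p = 0.00915), and PSME4, a proteasome activator, with 2.41 (adjusted p = 0.0165). Of the uncharacterized genes, LOC563341 changed by 2.80 (adjusted p = 0.0182) and LOC563074 by 2.38 (adjusted p = 5.94e-04). Over the 4 doses, 4802 of the 38489 targets passed the F-test in females and 8386 in males. The single doses gave 46 targets at 0.1 ppb in females (45 up, 1 down), 1201 at 1 ppb (929 up, 272 down), 235 at 10 ppb (181 up, 54 down) and 492 at 100 ppb (102 up, 390 down). In males they gave 619 (301 up, 318 down), 493 (267 up, 226 down), 32 (29 up, 3 down) and 6312 (2835 up, 3477 down). The 100 ppb count was 2715 without control male 3, and its share of rises, 44.9%, was 57.0% after quantile normalization and 54.1% after median centering. With the slide as a fixed block, 18 targets passed the F-test in females, and 1, 1, 1 and 93 targets the single doses. The same block in males, which leaves out 100 ppb, gave 1551 targets, and 1649 (305 up, 1344 down), 2244 (346 up, 1898 down) and 18 (12 up, 6 down) at 0.1, 1 and 10 ppb, while the slide as a random block gave 2090 over all doses, 1243 at 0.1 ppb (343 up, 900 down), 1264 at 1 ppb (349 up, 915 down) and 1924 at 100 ppb. The random block takes the 2 arrays of a control fish as separate samples. It cannot separate slide from dose in males at 100 ppb, which share no slide with a male control. Against the controls of the same slide only, limma called 2 targets over all doses in females, and 1, 0, 1 and 0 at the single doses, with 3020, 4316, 3169 and 2929 targets at an unadjusted p under 0.05. In males the controls of the same slide, in a fit that leaves out 100 ppb, gave 941 targets at 0.1 ppb (152 up, 789 down), 1144 at 1 ppb (147 up, 997 down) and 10 at 10 ppb (8 up, 2 down). With 1 of the 15 fish left out at a time, pla2g3, her7 and the CTSD-matched target were called in all 15 fits, cfap263 in 13, tgfbi in 11 and odad1 in 9, while in males the PSME4 target was called in 14, MFAP4 in 13, LOC563341 in 12 and the others named in 15. Under the slide block odad1 was no longer called (adjusted p = 0.157), nor, under the random block, MFAP4 (adjusted p = 0.0724) and LOC563341 (adjusted p = 0.0512).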

One hundred twenty-nine and 2106 genes were found to be differentially expressed in female and male zebrafish treated with TCDD at 28 d, respectively (Tables S8 and S9). 

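Among the genes called at 100 ppb in both sexes was dgat2, which makes the last step of triglyceride synthesis. Its log2 intensity fell from 11.59 ± 1.23 to 8.57 ± 0.21 in females and from 11.19 ± 0.64 to 8.71 ± 0.25 in males (SD, n = 3 fish in each group). nr5a1a, a transcription factor of steroidogenic cells, fell in both sexes, by 0.87 (standard error 0.19, adjusted p = 0.0445) in females and by 1.24 (standard error 0.21, adjusted p = 0.00268) in males. tfa, the iron carrier transferrin, changed by -1.16 (standard error 0.25, adjusted p = 0.0382) in females and -1.53 (standard error 0.36, adjusted p = 0.0126) in males. The brighter target of the estrogen receptor esr1 had log2 fold changes of -1.55 in females (adjusted p = 0.0927) and 0.67 in males (adjusted p = 0.0507), neither of which passed the test on its own. The difference between these responses, male minus female, was 2.22 (standard error 0.48, adjusted p = 0.0141 from limma). A dimmer target of esr1 passed in males, with 1.04 (adjusted p = 0.00188), and not in females, with -1.25 (adjusted p = 0.199). For dgat2 the change was -3.02 (standard error 0.57, adjusted p = 0.0222) in females and -2.48 (standard error 0.42, adjusted p = 0.00239) in males. Its difference between the sexes was 0.54 (adjusted p = 0.739), that of nr5a1a -0.38 (adjusted p = 0.495) and that of tfa -0.37 (adjusted p = 0.703). Of the targets that passed the F-test, 2161 passed it in both sexes, against 1046 for independent lists of these sizes (odds ratio 3.61), and 1951 of them changed in the same direction at 100 ppb. At 100 ppb itself, 45 targets rose in both sexes against 7.51 for independent lists, and 203 fell in both against 35.2, while 2 rose in females and fell in males. For lists of the lengths the paper gives, filled with the targets of smallest p in each sex, 93 were shared against 7.06 for independent lists. The response to 100 ppb differed between the sexes for 1305 targets (413 with the higher male value, 892 with the lower) at an adjusted p under 0.05. Of 100 splits within the sexes, 10 gave as many, up to 5747, so chance cannot be excluded, and with 1 fish left out the count ranged from 493 to 2466. Females and males at 100 ppb share a slide that holds no male control, and with the slide as a fixed block, which leaves 100 ppb out of the male fit, 6 targets passed the F-test in both sexes. With 1 fish left out, the call of nr5a1a in females held in 2 of 15 fits, that of tfa in 6 and that of dgat2 in 10, and in males that of tfa held in 13. The slide block ended the calls of nr5a1a and tfa in females (adjusted p = 0.574 and 0.206).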

Only 38 genes were shared in common between female and male zebrafish.

Clustering analysis of gene expression patterns and top five enriched (*p*<0.05) GO terms (biological process category) for each cluster are shown in Figure 9. 

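Genes of phototransduction and the retina had a higher median in females on every TCDD diet, and few of them passed the test one by one. opn1lw1, a red cone opsin, was 7.61 ± 0.27 in controls, not well above background, and 8.96 ± 0.37 at 100 ppb (SD, n = 3 fish in each group), at least 1.93-fold higher (adjusted p = 0.0418). gngt1, a subunit of the rod transducin, rose by 1.00 (adjusted p = 0.0372) and rom1b, a protein of the outer segment discs, by 0.74 (adjusted p = 0.0378). Of 45 genes of phototransduction and the retina, 4 rose, none fell and 41 did not pass the test of limma, with 28 at an unadjusted p under 0.05, and 23 rose and 1 fell when adjusted over the list alone. Their median log2 fold change at 100 ppb was 0.57, with 43 genes higher (adjusted p = 5.48e-13), and adjusted p = 0.211 with an estimated correlation. At 0.1, 1 and 10 ppb the medians were 0.33, 0.57 and 0.78, with adjusted p = 1.98e-04, 4.94e-07 and 4.75e-19, and adjusted p = 0.746, 0.744 and 0.795 with an estimated correlation, in a test that was added after the data were seen. The green opsin opn1mw2, not well above background in controls, rose at least 2.58-fold at 10 ppb (adjusted p = 0.0288), and did not pass at 100 ppb (adjusted p = 0.0671). Of 41 genes of brain and neurons, 1 rose, none fell and 40 did not pass, 12 had an unadjusted p under 0.05, and 4 rose when adjusted over the list alone. The median was 0.41, with 36 genes higher (adjusted p = 1.01e-05), and adjusted p = 0.487 with an estimated correlation. msi1, an RNA-binding protein of neural progenitors, rose by 0.97 (standard error 0.22, adjusted p = 0.0474), and nrgna, a neurogranin of synapses, had a log2 fold change of 0.67 (adjusted p = 0.0939). None of 23 lens genes passed the test of limma (2 at an unadjusted p under 0.05, none when adjusted over the list alone), with a median of 0.29 (adjusted p = 0.0177), and adjusted p = 0.634 with an estimated correlation. The 4802 female targets, grouped by k-means into 3 clusters, formed one of 1480 targets with mean log2 fold changes of 0.28, 0.36, 0.22 and -0.64 at 0.1, 1, 10 and 100 ppb, one of 1263 targets with 0.72, 1.05, 0.81 and -0.41, and one of 2059 targets with -0.33, -0.40, -0.26 and 0.31. The cluster with the highest means at 1 ppb held 10 of the phototransduction genes that passed the F-test. Females at 100 ppb lie on another slide than those at the lower doses. For 94.5% of these targets the slide difference had the sign of the difference between 100 ppb and the lower doses. The opposite signs of the cluster means therefore cannot be told apart from the slides, and 18 targets passed the F-test with the slide as a block. The 5 clusters of the 8386 male targets had means of -0.11, -0.22, -0.08 and -1.55 (1708 targets), 0.56, 0.48, 0.31 and -0.84 (1908 targets), -1.10, -1.06, -0.21 and -0.52 (1251 targets), -0.21, -0.14, -0.07 and 0.77 (2554 targets), and 0.81, 0.84, 0.69 and 0.89 (965 targets). At 100 ppb, none of the shifts of the 34 lists held with an estimated correlation in either sex, and the shift of the lens list was lost with the slide as a block (adjusted p = 0.0933) and without control female 2 (median 0.08, adjusted p = 0.781) or 100 ppb female 1 (median 0.15, adjusted p = 0.425). The brain list's median was 0.25 without 100 ppb female 2, and with 1 fish left out the call of opn1lw1 held in 4 of 15 fits, gngt1 in 8, rom1b in 5 and msi1 in 4, while the slide block ended those of gngt1, rom1b and msi1 (adjusted p = 0.148, 0.0755 and 0.109).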

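In females at 100 ppb, some yolk precursors and some genes of lipid transport and lipid synthesis were lower than in controls. The log2 intensity of vtg7, a vitellogenin that the liver makes as the precursor of egg yolk, fell from 15.61 ± 0.03 to 11.62 ± 2.50 (SD, n = 3 fish in each group), and that of vtg6 from 12.55 ± 0.44 to 7.61 ± 2.01 (SD, n = 3). mttp, which loads lipid onto lipoproteins, fell from 12.33 ± 0.33 to 11.21 ± 0.17 (SD, n = 3), and hmgcra, the rate-limiting enzyme of cholesterol synthesis, from 12.97 ± 0.46 to 10.12 ± 0.57 (SD, n = 3). The vitellogenin changes were -3.99 (standard error 0.79, adjusted p = 0.0284) for vtg7 and -4.94 (standard error 0.94, adjusted p = 0.0224) for vtg6, and did not pass the test for vtg4 (-3.63 (adjusted p = 0.0787)), vtg5 (-2.31 (adjusted p = 0.183)) and vtg2 (-1.98 (adjusted p = 0.365)). vtg2 and vtg4 were at the top of the scale in all 3 control females, and vtg2 also in 1 of the 3 females at 100 ppb, so their values and the median of the list are compressed, and vtg6 was at or below background in 2 of the 3 females at 100 ppb. A second target of vtg7 changed by -4.47 (adjusted p = 0.0228). Of the 5 vitellogenins, none rose, 2 fell and 3 did not pass, and 4 fell when adjusted over the list alone. Their median was -3.63 (adjusted p = 2.06e-07 by limma's camera test), and adjusted p = 0.182 with an estimated correlation. The 3 females at 100 ppb differed from each other, with list medians of -5.57, -3.01 and -1.09 relative to the control mean, where members at or below background were set to it. Of 19 genes of lipoproteins and lipid transport, none rose, 2 fell and 17 did not pass, and 7 fell when adjusted over the list alone. The list's median was -0.74, with 17 genes lower (adjusted p = 5.37e-08), and adjusted p = 0.115 with an estimated correlation. A list of liver genes had a median of -1.02 in the same females, and whether the falls are particular to yolk and lipid genes was not tested. mttp changed by -1.12 (standard error 0.19, adjusted p = 0.0136) and apoa4b.1, an apolipoprotein of the intestine, by -1.72 (standard error 0.33, adjusted p = 0.0243), while fabp1b.1, a liver fatty acid binding protein, and a target matched to APOC1 had log2 fold changes of -2.90 (adjusted p = 0.0512) and -0.95 (adjusted p = 0.0821). Of 30 genes of sterol and fatty acid synthesis, none rose, 4 fell and 26 did not pass, and 11 fell when adjusted over the list alone (median -0.29, adjusted p = 5.34e-08, and adjusted p = 0.0884 with an estimated correlation). The falls were -2.84 (adjusted p = 0.0272) for hmgcra, -1.51 (adjusted p = 0.00568) for acaca, the first enzyme of fatty acid synthesis, -1.37 (adjusted p = 0.0244) for elovl5, a fatty acid elongase, and -2.24 (adjusted p = 0.0281) for a target matched to SCD, the stearoyl-CoA desaturase. By cluster, 3 vitellogenins, 3 lipoprotein genes and 6 sterol genes lay in the cluster of 1480 targets, and 3 sterol genes in that of 2059 targets, which was higher at 100 ppb. Of the female targets past the F-test, 224 had lower means at all 4 doses, 286 had higher means at all 4, and 2154 had higher means at 0.1 and 1 ppb and lower at 100 ppb, and against the controls of the same slide 181, 266 and 907 of these had the same signs. Without control female 1, 2 or 3 or 100 ppb female 2, vtg7 was not called, and the same fish and 100 ppb female 1 ended the call of vtg6, while the list's shift held in all 15 fits (median -2.05 without 100 ppb female 1). The calls of apoa4b.1, hmgcra, elovl5, the SCD-matched target and mttp held in 10, 9, 11, 10 and 12 of 15 fits and that of acaca in all, and the slide block ended that of mttp (adjusted p = 0.0704).

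**Figure D1:**
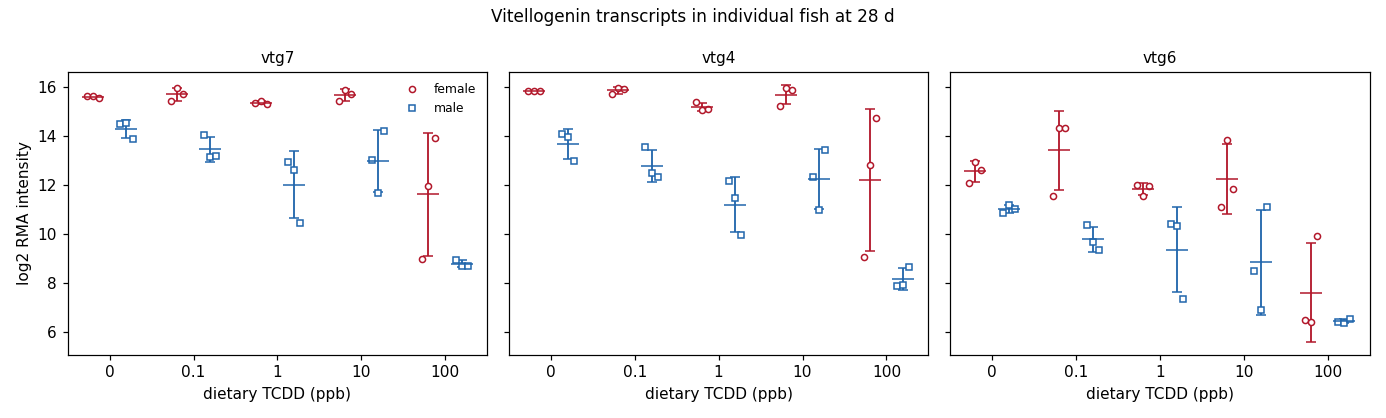
Log2 intensity of vtg7, vtg4 and vtg6 in each fish against the dietary dose of TCDD (ppb). Females are red circles and males blue squares, each with the mean of 3 fish as a dash and the SD as a bar; at 100 ppb the female mean of vtg7 is 11.62 against 15.61 in controls.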

In female zebrafish, cluster 1 (44 genes) showed genes primarily down-regulated by TCDD at different concentrations, and these genes are mainly involved in lipid transport and lipoprotein assembly; cluster 2 (33 genes) shows genes primarily up-regulated by TCDD at different concentrations, and these are mainly involved in membrane organization and G-protein signaling pathways; genes in cluster 3 (52 genes) were up-regulated by TCDD at 0.1 and 1 ppb but down-regulated by 100 ppb-TCDD, and these genes are shown to be involved in negative regulation of DNA replication and metabolic process.

**Figure 9:**
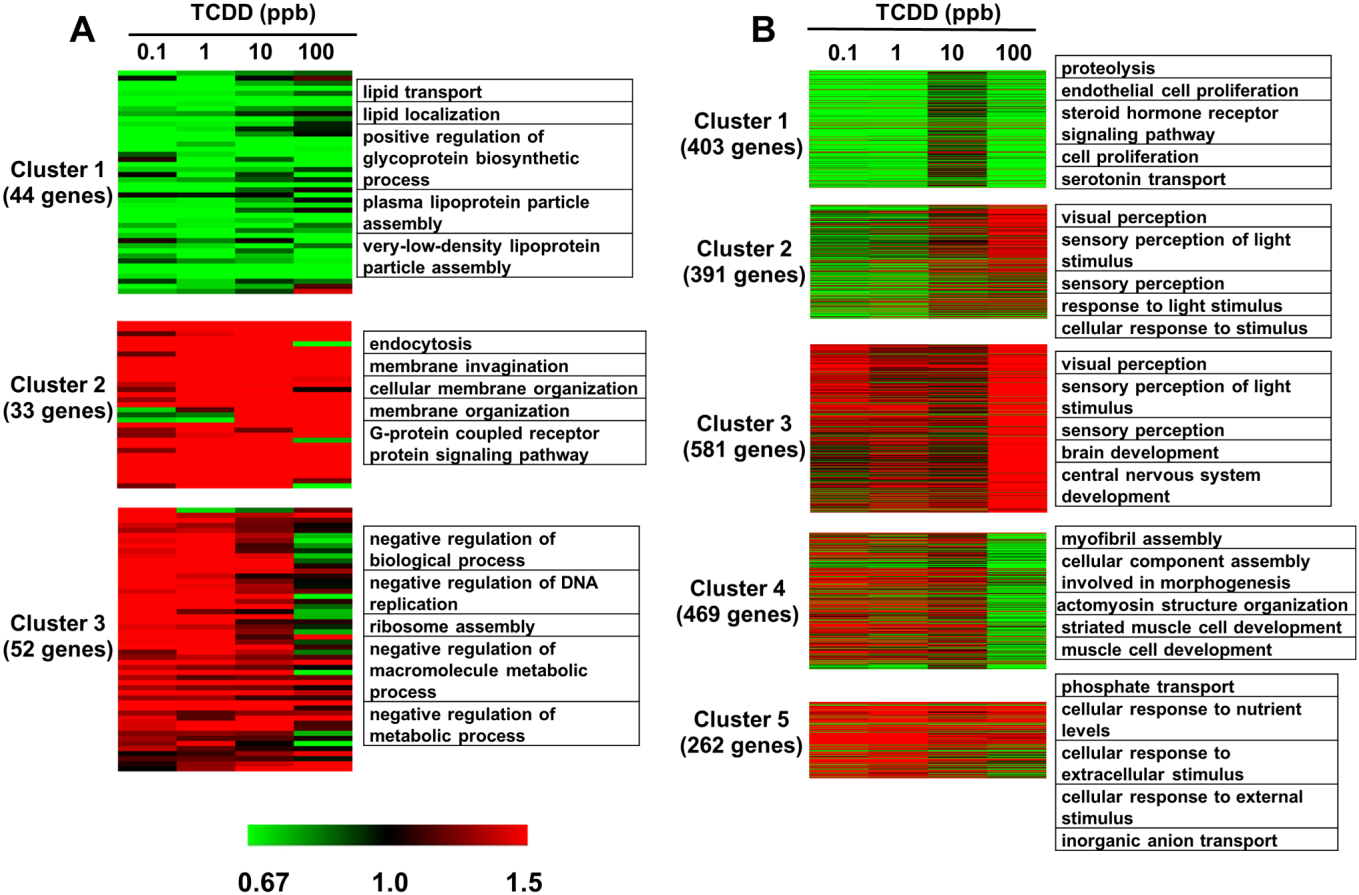
Cluster analysis (K-means) of the dysregulated genes with their representative Gene Ontology (GO) functional annotations from female (A) and male (B) zebrafish treated with dietary TCDD at 28 d (FDR ≤0.005). Data are mean fold changes for each treatment group. GO terms are referred to top five terms of Biological Process (BP) category.

Dysregulated genes in TCDD-treated male zebrafish were divided into five clusters. 

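In males, some transcripts of digestive enzymes of the pancreas were lower at 0.1, 1 and 100 ppb and near the control level at 10 ppb, and some genes of the intestine fell at 0.1 and 1 ppb. cela1.1, a pancreatic elastase, fell at 100 ppb from 10.92 ± 0.12 to 8.76 ± 0.27 (SD, n = 3 fish in each group), and cel.1, the bile salt-activated lipase, from 13.73 ± 0.36 to 11.43 ± 1.24 (SD, n = 3). The list of 15 genes of the exocrine pancreas had median log2 fold changes of -1.38, -0.93, 0.27 and -1.52 at 0.1, 1, 10 and 100 ppb. At 100 ppb, 1 of its genes rose, 6 fell and 8 did not pass the test, and 1 rose and 10 fell when adjusted over the list alone (adjusted p = 2.27e-04 by limma's camera test, and adjusted p = 0.503 with an estimated correlation). The falls included cela1.1 with -2.16 (standard error 0.36, adjusted p = 0.00239), cel.1 with -2.31 (standard error 0.50, adjusted p = 0.00852) and the elastase ela3l with -2.53 (adjusted p = 0.0126). ptf1a, a transcription factor of pancreatic development, rose by 0.92 (adjusted p = 0.0114). Of 11 genes of the intestine, none passed the test at 100 ppb in limma (2 at an unadjusted p under 0.05, none when adjusted over the list alone; median -0.43, adjusted p = 0.327). At 0.1 and 1 ppb, 4 and 4 of them fell and none rose, with medians of -1.71 and -1.43, and at 10 ppb the median was -0.22. A test of the lists at 0.1 and 1 ppb, added after the data were seen, gave adjusted p = 1.66e-07 and 7.76e-06 for the intestine, and adjusted p = 0.333 and 0.353 with an estimated correlation, and for the exocrine pancreas adjusted p = 3.87e-08 and 8.81e-05, and adjusted p = 0.384 and 0.469 with an estimated correlation. mep1a.1, a meprin metalloprotease of the intestinal brush border, changed by -3.33 (adjusted p = 0.00764) and -2.99 (adjusted p = 0.0124) at these doses, and its neighbor mep1a.2 by -2.58 (adjusted p = 0.0182) and -2.60 (adjusted p = 0.0145). At 100 ppb the log2 fold changes were -0.89 (adjusted p = 0.176) for mep1a.1, -1.22 (adjusted p = 0.0616) for mep1a.2 and -0.92 (adjusted p = 0.195) for the retinol binding protein rbp2b, and the alkaline phosphatase alpi.1 was not well above background. The male cluster with the lowest means at 0.1 and 1 ppb held 8 of the 10 pancreas genes and all 5 of the intestine genes that passed the F-test. Of the male targets past the F-test, 1832 had lower means at 0.1, 1 and 100 ppb. The median of the pancreas list was -0.81 without 100 ppb male 2, the call of ela3l held in 14 of 15 fits with 1 fish left out, and the slide as a random block ended those of ela3l (adjusted p = 0.0529) and ptf1a (adjusted p = 0.117).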

Genes in cluster 1 (404 genes) were down-regulated in all groups except in the 10 ppb group; GO terms such as proteolysis, endothelial cell proliferation, steroid hormone receptor signaling pathway, cell proliferation and serotonin transport were overrepresented in these genes. 

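Some transcripts of the eye were higher in males at 100 ppb TCDD. rbp3, which carries retinoids between photoreceptors and pigment epithelium, rose from 12.19 ± 0.36 to 14.31 ± 0.42 (SD, n = 3 fish in each group), and rd3, a regulator of guanylate cyclase in photoreceptors, from 8.71 ± 0.27 to 10.34 ± 0.15 (SD, n = 3). The lens crystallin crygm4 rose from 10.86 ± 0.33 to 12.29 ± 0.46 (SD, n = 3). pde6ga, a subunit of the photoreceptor phosphodiesterase, went the other way and fell from 12.28 ± 0.35 to 9.32 ± 0.09 (SD, n = 3). Of 45 genes of phototransduction and the retina, 18 rose, 1 fell and 26 did not pass the test, and 27 rose and 2 fell when adjusted over the list alone. Their median was 0.77 (adjusted p = 7.26e-11 by limma's camera test), and adjusted p = 0.315 with an estimated correlation. The log2 fold changes were 2.13 (standard error 0.30, adjusted p = 8.13e-04) for rbp3, 1.63 (standard error 0.21, adjusted p = 4.50e-04) for rd3, 1.47 (standard error 0.19, adjusted p = 5.31e-04) for cdhr1a, a cadherin of photoreceptor outer segments, and -2.96 (standard error 0.36, adjusted p = 3.57e-04) for pde6ga, which also fell at 0.1, 1 and 10 ppb (-2.38, -2.90 and -2.76, adjusted p = 0.0128, 0.00486 and 0.00964). The medians of the list at 0.1, 1 and 10 ppb were 0.16, 0.23 and 0.67. Of 23 lens genes, 3 rose, none fell and 20 did not pass, and 3 rose when adjusted over the list alone (median 0.50, adjusted p = 0.00344, and adjusted p = 0.573 with an estimated correlation). The medians of the lens list were -0.35 and -0.33 at 0.1 and 1 ppb, and 0.03 at 10 ppb. None of its genes passed the test at 0.1 or 1 ppb, with 0 up and 7 down, and 1 up and 6 down, at an unadjusted p under 0.05 in limma. crygm4 changed at 100 ppb by 1.43 (standard error 0.30, adjusted p = 0.00710), cryba1l1, a beta crystallin, by 0.99 (adjusted p = 0.0256) and lim2.1, a lens membrane protein, by 1.02 (adjusted p = 0.0369), and cryaba, an alpha crystallin, had a log2 fold change of 1.18 (adjusted p = 0.0869). Of the genes that passed the F-test, 14 of 18 phototransduction genes lay in the male cluster with higher means at every dose, while 4 lens genes lay in the cluster that was lowest at 0.1 and 1 ppb and 4 in the one that was higher at 100 ppb alone. Lower means at 0.1 and 1 ppb and higher means at 100 ppb were found for 1632 of the male targets past the F-test. With 1 fish left out, the calls of cryba1l1 and lim2.1 held in 12 and 9 of 15 fits, and the slide as a random block ended both (adjusted p = 0.0959 and 0.102).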

Genes in cluster 2 (391 genes) were down-regulated in the 0.1 and 1 ppb groups but up-regulated in the 100 ppb group; and these are mainly involved in visual perception of light stimulus and sensory perception. Genes in cluster 3 (581 genes) were primarily up-regulated by 100 ppb of TCDD, and their enriched GO terms are related to brain development and central nervous system development. 

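Some genes of brain and neurons rose in males at 100 ppb TCDD. The log2 intensity of msi1, an RNA-binding protein of neural progenitors, rose from 11.12 ± 0.42 to 13.01 ± 0.10 (SD, n = 3 fish in each group), and that of bdnf, a neuronal growth factor, from 10.71 ± 0.43 to 12.05 ± 0.10 (SD, n = 3). grin1b, a subunit of the NMDA glutamate receptor, rose from 13.19 ± 0.23 to 14.44 ± 0.33 (SD, n = 3), and pax6a, a transcription factor of eye and brain development, from 11.82 ± 0.01 to 12.90 ± 0.08 (SD, n = 3). Of 41 genes in the list, 11 rose, none fell and 30 did not pass the test, and 17 rose and 1 fell when adjusted over the list alone. The median was 0.60 (adjusted p = 1.49e-07 by limma's camera test), and adjusted p = 0.483 with an estimated correlation. The log2 fold changes were 1.89 (standard error 0.23, adjusted p = 3.15e-04) for msi1, 1.25 (standard error 0.21, adjusted p = 0.00264) for grin1b, 1.35 (standard error 0.23, adjusted p = 0.00265) for bdnf and 1.09 (standard error 0.19, adjusted p = 0.00309) for pax6a, which lies on chromosome 25 of Zv7 from 10822525 to 10833232. The list was also higher at 0.1, 1 and 10 ppb, with medians of 0.23, 0.45 and 0.45, where 2, 3 and 0 of its genes rose. msi1 had log2 fold changes of 1.02, 1.11 and 1.24 (adjusted p = 0.0414, 0.0318 and 0.0794) at these doses, and grin1b of 1.18, 1.08 and 0.72 (adjusted p = 0.0211, 0.0275 and 0.317). Of the 12 brain genes that passed the F-test, 8 lay in the cluster with higher means at every dose and 3 in the cluster with higher means at 100 ppb alone. Higher means at 100 ppb were found for 3731 of the male targets past the F-test. The calls of these 4 genes held in all 15 fits with 1 fish left out and with the slide as a random block, which cannot separate slide from dose at 100 ppb.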

Cluster 4 contains 469 genes that were up-regulated in the 0.1, 1 and 10 ppb groups but down-regulated in the 100 ppb group, with the enriched GO terms being myofibril assembly, cellular component assembly involved in morphogenesis, actomyosin structure organization, striated muscle cell development and muscle cell development. 

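Some muscle transcripts fell in males at 100 ppb TCDD. A target matched to ATP2A1, the calcium pump of fast muscle, fell from 15.00 ± 0.19 to 12.41 ± 0.67 (SD, n = 3 fish in each group), and tpma, a tropomyosin of thin filaments, from 11.79 ± 0.23 to 8.90 ± 1.04 (SD, n = 3). smyhc1l, a slow myosin heavy chain, fell from 11.29 ± 0.08 to 8.96 ± 0.43 (SD, n = 3), and ttnb, a titin that spans the sarcomere, from 14.86 ± 0.09 to 13.36 ± 0.17 (SD, n = 3). Of 58 genes of skeletal muscle and the myofibril, 2 rose, 19 fell and 37 did not pass the test, and 2 rose and 24 fell when adjusted over the list alone. Their median was -0.50 (adjusted p = 1.27e-06 by limma's camera test), and adjusted p = 0.405 with an estimated correlation. The log2 fold changes were -2.59 (standard error 0.33, adjusted p = 4.18e-04) for the ATP2A1-matched target, -2.89 (standard error 0.45, adjusted p = 0.00143) for tpma, -2.33 (standard error 0.32, adjusted p = 7.74e-04) for smyhc1l and -1.50 (standard error 0.17, adjusted p = 2.30e-04) for ttnb. At 0.1, 1 and 10 ppb the medians of the list were 0.02, -0.03 and 0.15, with 2 genes up and 0 down, 0 up and 2 down, and 0 up and 0 down in limma (12, 10 and 7 at an unadjusted p under 0.05). At these doses smyhc1l had log2 fold changes of -0.89, -1.66 and -0.71 (adjusted p = 0.163, 0.0255 and 0.494), and tpma of 0.51, -0.38 and 0.58, none of which passed the test. Of the 24 muscle genes that passed the F-test, 15 lay in the cluster with the lowest means at 100 ppb and 3 in the cluster that was higher at the lower doses and lower at 100 ppb. Higher means at 0.1, 1 and 10 ppb and lower means at 100 ppb were found for 1529 of the male targets past the F-test. The calls of the 4 named genes held without any 1 of the 15 fish and with the slide as a random block, which cannot separate slide from dose at 100 ppb.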

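A target matched to PER2, a light-responsive repressor of the circadian clock, was higher in males at every dose of TCDD. Its log2 intensity was 8.46 ± 0.18 in controls and 11.00 ± 0.49 at 100 ppb (SD, n = 3 fish in each group), and its log2 fold changes were 3.59, 3.74, 3.90 and 2.54 from the lowest to the highest dose. cry1a, a clock repressor of the cryptochrome family, rose from 11.88 ± 0.10 to 13.20 ± 0.18 at 100 ppb (SD, n = 3), and hsp90aa1.2, a heat shock protein of the HSP90 family, from 13.42 ± 0.19 to 14.34 ± 0.22 (SD, n = 3). Of 24 genes of the circadian clock, 8 rose, 1 fell and 15 did not pass the test at 100 ppb, and 10 rose and 1 fell when adjusted over the list alone. The median was 0.51 (adjusted p = 0.00537 by limma's camera test), and adjusted p = 0.503 with an estimated correlation. The changes were 1.31 (standard error 0.19, adjusted p = 0.00110) for cry1a, 1.50 (standard error 0.24, adjusted p = 0.00188) for nfil3, a transcription factor of clock output, 1.42 (adjusted p = 0.00581) for cry3a and 0.77 (adjusted p = 0.00935) for rorab, an activator of the clock loop. The PER2-matched target had a standard error of 0.26 and an adjusted p = 1.33e-04 at 100 ppb. In control fish it differed by -1.98 between the sexes (male minus female), and in females its log2 fold change at 100 ppb was 0.51. Other clock genes also differed between male and female controls, where a different time of day at collection stays open. Low values in the control males and an effect of the dose were not told apart. At 0.1, 1 and 10 ppb the clock list had medians of 0.22, 0.23 and 0.16, with 2, 3 and 2 genes up. Of 17 genes of heat shock and protein folding, 1 rose, none fell and 16 did not pass, the same as when adjusted over the list alone (median 0.10, adjusted p = 0.587). That gene was hsp90aa1.2 with 0.92 (standard error 0.22, adjusted p = 0.0135), and hsp70 had a log2 fold change of 0.71 (adjusted p = 0.207). Of 16 genes of inflammation and the acute phase, 2 rose, 1 fell and 13 did not pass, as when adjusted over the list alone (median 0.19, adjusted p = 0.216). ptgs2b, an inducible cyclooxygenase, rose by 1.21 (adjusted p = 0.00528), hamp, the iron hormone hepcidin, rose by 1.41 (adjusted p = 0.0173), and the complement factor cfb had a log2 fold change of 0.87 (adjusted p = 0.149). The only fall in this list was c6ast3, an astacin protease and not an acute-phase gene, by 1.41 (adjusted p = 0.0326). Of 13 immediate early genes, none rose, 1 fell and 12 did not pass, and 1 fell when adjusted over the list alone (median -0.61, adjusted p = 0.229). The gene that fell was a target matched to the transcription factor EGR1 with -1.11 (adjusted p = 0.0269), and egr2a and the phosphatase dusp1 had log2 fold changes of -0.69 (adjusted p = 0.0798) and -0.68 (adjusted p = 0.0922). The medians of the immediate early genes at the lower doses were -0.69, -0.46 and -0.46. The cluster with higher means at every dose held 5 of the 7 clock genes that passed the F-test and 3 genes of heat shock and protein folding, and 1068 of the male targets past the F-test had higher means at all 4 doses. With 1 fish left out, the calls of hsp90aa1.2, hamp, EGR1 and c6ast3 held in 14, 13, 11 and 11 of 15 fits. The slide as a random block ended the calls of rorab, hamp, EGR1 and c6ast3 (adjusted p = 0.0884, 0.0780, 0.105 and 0.0982).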

Cluster 5 contains 262 genes that were up-regulated at each concentration of TCDD, and these genes are primarily involved in cellular response to stimulus. These dysregulated genes were analyzed by IPA software and groups of genes were mapped to IPA Canonical pathways and Tox Lists (Table S11). 

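At 100 ppb TCDD, some genes of the cell cycle fell in males, while genes of the NRF2 oxidative stress response did not shift as a list in either sex. A target matched to AURKA, a kinase of mitosis, fell in males from 11.96 ± 0.49 to 10.33 ± 0.27 (SD, n = 3 fish in each group), and cdc20, an activator of the anaphase ligase, from 11.99 ± 0.70 to 9.99 ± 0.51 (SD, n = 3). gsta.1, a glutathione S-transferase of detoxification, rose in males from 12.77 ± 0.30 to 14.29 ± 0.58 (SD, n = 3), and aifm1, a mitochondrial apoptosis-inducing factor, fell from 12.23 ± 0.14 to 10.42 ± 0.54 (SD, n = 3). Of 21 NRF2 genes, 2 rose in males, 1 fell and 18 did not pass the test, and 3 rose and 1 fell when adjusted over the list alone (median 0.14, adjusted p = 0.238 by limma's camera test). Those that rose were gsta.1 with 1.52 (standard error 0.34, adjusted p = 0.00945) and mafk, a small Maf partner of NRF2, with 1.15 (standard error 0.22, adjusted p = 0.00489), and a target matched to NFE2L2, which encodes NRF2, had a log2 fold change of 0.62 (adjusted p = 0.0538). The gene that fell was the glutathione S-transferase gstm.1, which changed by -1.18 (adjusted p = 0.0500), and whose call held in 4 of 15 fits with 1 fish left out. In females none of these 21 genes passed the test of limma, and none had an unadjusted p under 0.05 (median 0.02, adjusted p = 0.895). Of 30 genes of the cell cycle and DNA replication, none rose in males, 8 fell and 22 did not pass, and 9 fell when adjusted over the list alone. The median was -0.42 (adjusted p = 0.00140), and adjusted p = 0.573 with an estimated correlation. The falls were -1.62 (adjusted p = 0.00700) for AURKA, -1.54 (adjusted p = 0.00915) for a target matched to CDK2, a kinase of S phase entry, and -1.47 (adjusted p = 0.0123) for one matched to TYMS, a thymidylate synthase, with adjusted p = 0.0146 for cdc20. In females none of the 30 passed the test of limma, with 4 at an unadjusted p under 0.05 and a median of 0.14 (adjusted p = 0.0559). Of 27 genes of p53 signaling and apoptosis, none rose in males, 6 fell and 21 did not pass, as when adjusted over the list alone (median -0.10, adjusted p = 0.300). aifm1 changed by -1.81 (standard error 0.30, adjusted p = 0.00209), a target matched to CCNG1, a p53-induced cyclin, by -0.73 (adjusted p = 0.0196), bcl2l13, a mitochondrial BCL2 relative, by -0.67 (adjusted p = 0.0211) and cdkn1a, the cell cycle inhibitor p21, by -0.89 (adjusted p = 0.0450). In females none of the 27 passed in limma (3 at an unadjusted p under 0.05, median 0.08, adjusted p = 0.397). Of 29 genes of glycolysis, gluconeogenesis and glycogen, 4 rose in males, 4 fell and 21 did not pass, and 5 rose and 4 fell when adjusted over the list alone (median -0.09, adjusted p = 0.848). The muscle enzymes pkmb, a pyruvate kinase, and pfkmb, a phosphofructokinase, changed by -1.56 (adjusted p = 0.00287) and -1.23 (adjusted p = 0.00650), a target matched to TPI1, the triosephosphate isomerase, by -0.80 (adjusted p = 0.0265), and pcxb, the pyruvate carboxylase of gluconeogenesis, by 1.01 (adjusted p = 0.0161). In females 1 of the 29 rose, none fell and 28 did not pass, and 1 rose and 3 fell when adjusted over the list alone (median -0.00, adjusted p = 0.489). The gene that rose was a target matched to the aldolase ALDOC with 0.68 (standard error 0.15, adjusted p = 0.0395), and one matched to PCK2, an enzyme of gluconeogenesis, had a log2 fold change of -1.45 (adjusted p = 0.0657). The shift of the male cell cycle list was lost without control male 1 (median -0.21, adjusted p = 0.0539), and with 1 fish left out the calls of cdc20, TYMS, CCNG1, bcl2l13, cdkn1a, TPI1, pcxb and, in females, ALDOC held in 14, 14, 12, 11, 6, 11, 13 and 5 of 15 fits. The slide as a random block ended the male calls of gstm.1, cdc20, CCNG1, bcl2l13, cdkn1a, TPI1 and pcxb, and as a fixed block that of ALDOC in females. Whether the responses of these lists differ between the sexes was not tested.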

A series of IPA Tox lists was identified between female and male fish, such as renal necrosis/cell death, NRF2-mediated oxidative stress response, and cell cycle regulation; and common significant Canonical pathways were cardiac hypertrophy signaling, glycolysis/gluconeogenesis, p53 signaling. The representative top Canonical pathways and Tox lists are shown in Table 2.

**Table 2:** Representative significant Canonical Pathways and Tox Lists from dysregulated genes in zebrafish treated with TCDD at 28 d.

Canonical pathways		Tox list	
Female	Male	Female	Male
Phototransduction Pathway	Calcium Signaling	Cytochrome P450 Panel - Substrate is a Sterol(Human)	Cardiac Hypertrophy
Lipid Antigen Presentationby CD1	Actin Cytoskeleton Signaling	Cytochrome P450 Panel - Substrate is a Sterol(Mouse)	Cytochrome P450 Panel - Substrate is a Vitamin(Mouse)
Virus Entry via EndocyticPathways	Phototransduction Pathway	Cytochrome P450 Panel - Substrate is a Sterol(Rat)	Cytochrome P450 Panel - Substrate is a Vitamin(Rat)
IL-8 Signaling	Cellular Effects of Sildenafil(Viagra)	Aryl Hydrocarbon Receptor Signaling	Cytochrome P450 Panel - Substrate is a Sterol(Human)
CTLA4 Signaling in CytotoxicT Lymphocytes	Protein Kinase A Signaling	Cell Cycle: G1/S Checkpoint Regulation	Cytochrome P450 Panel - Substrate is a Sterol(Mouse)
Pentose PhosphatePathway	Tight Junction Signaling	p53 Signaling	Cytochrome P450 Panel - Substrate is a Sterol(Rat)
Cardiac HypertrophySignaling	Axonal Guidance Signaling	Renal Necrosis/Cell Death	PPARα/RXRα Activation
Role of RIG1-likeReceptors in AntiviralInnate Immunity	ILK Signaling	NRF2-mediated Oxidative Stress Response	PXR/RXR Activation
GABA ReceptorSignaling	Circadian Rhythm Signaling		Renal Proximal Tubule Toxicity Biomarker Panel(Rat)
Aryl HydrocarbonReceptor Signaling	Ephrin Receptor Signaling		Cell Cycle: G2/M DNA Damage CheckpointRegulation

#### Time-dependent experiment (100 ppb TCDD at 7, 14 d or 42 d)

Statistically expressed genes in 100 ppb TCDD groups at 7, 14 and 42 days are shown in Table S10. Thirteen, 128 and 77 genes were differentially expressed in female, immature female and male zebrafish, respectively, and were identified at 7 and 14 d after initiation of 100 ppb TCDD exposure; none of these were shared in common among groups (Figure 10A). Two hundred seventy-eight, 2833 and 1029 genes were found to be significantly dysregulated by 100 ppb TCDD at 14 d in the respective groups above, and only three genes were common dysregulated genes (Figure 10B). At 42 d, 623 and 4604 genes were significantly dysregulated in immature female zebrafish and male zebrafish, respectively; and 98 genes were common dysregulated genes between immature female and male zebrafish (Figure 10C). We mapped the differentially expressed genes to Canonical Pathways and Tox Lists with IPA, and statistically significant (*p*<0.05) pathways and lists are shown in Table S12. Based on the Tox Lists, liver necrosis/cell death, renal necrosis/cell death and TGF-β signaling were assigned as dysregulated genes in TCDD-treated fish.

**Figure 10:**
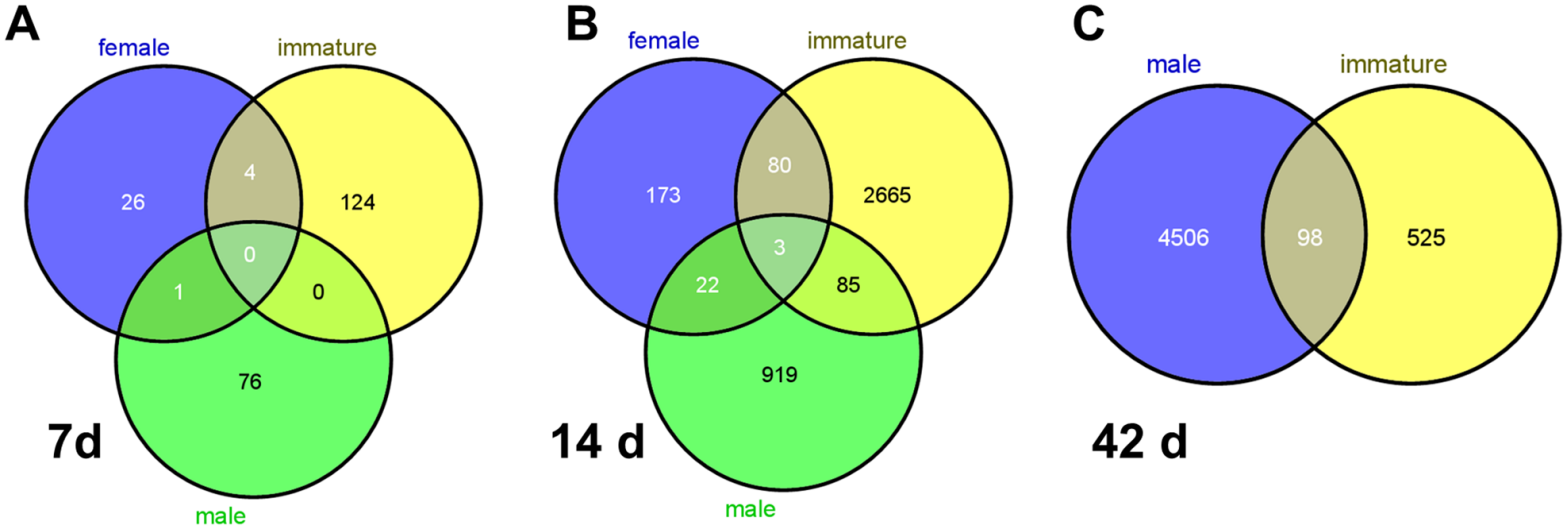
Venn diagram of dysregulated genes in female, immature female and male zebrafish treated with 100 ppb TCDD at 7 d (A), 14 d (B) and 42 d (C).

Based upon physical observation and histopathologic analysis, none of the female fish treated with 100 ppb showed matured ovaries, and fraction (%) of ovaries with vitellogenic oocytes was near zero (Figure 6). In order to understand TCDD-induced toxicity in female fish, especially with regard to gonadal development, we compared the data of dysregulated genes between female and immature female fish using principal component analysis (PCA), which can evaluate differences among different samples based on dysregulated gene expression values. PCA showed a separation between mature and immature female fish using dysregulated genes from TCDD-treated female fish at each time point (Figure 11). Results from the PCA analysis (Figure 11) suggested that immature fish respond differently to TCDD than mature zebrafish. As a result, we could not consolidate female and immature fish into one group for gene expression analysis.

**Figure 11:**
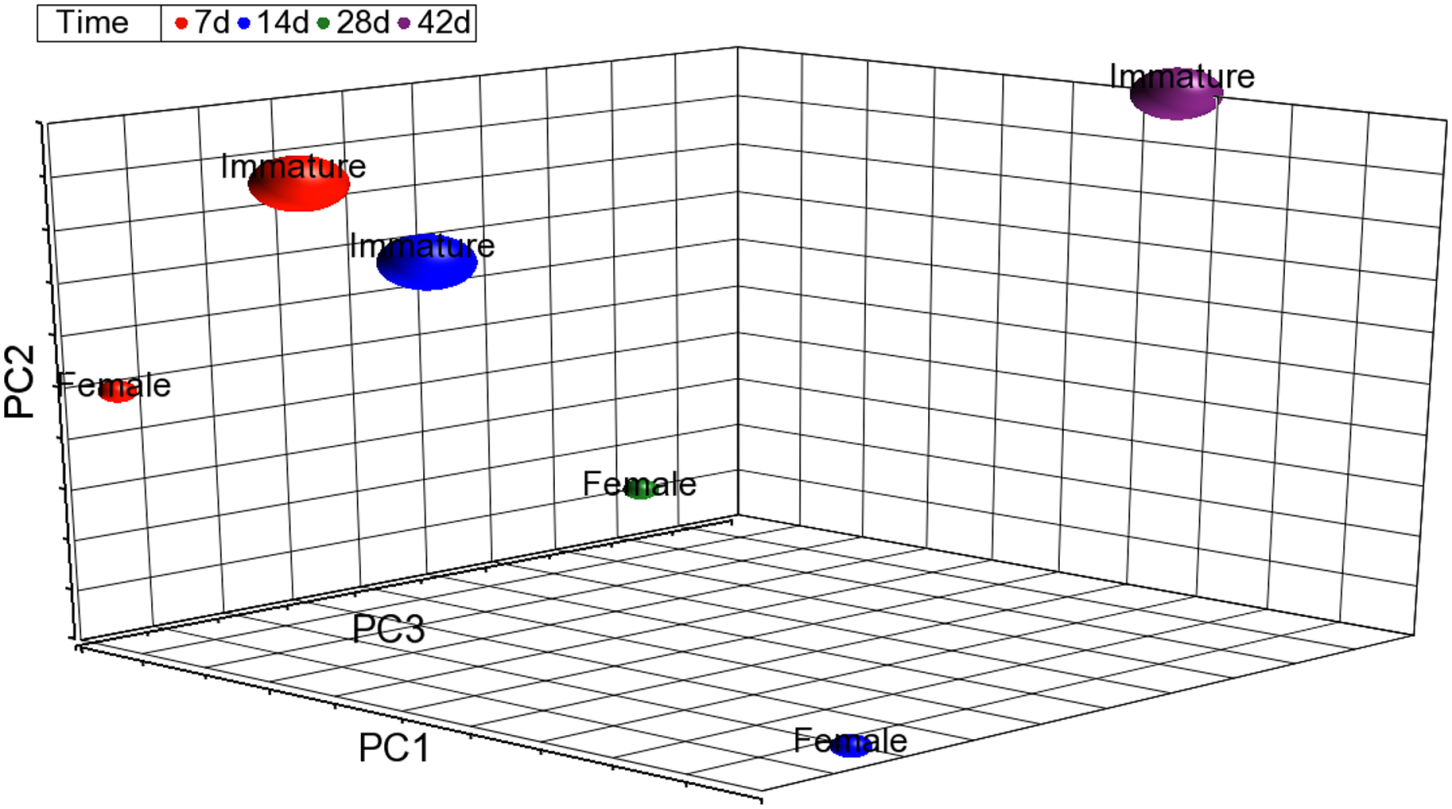
Principal component analysis (PCA) of dysregulated genes from TCDD-treated female fish at each time point. The gene list of 3679 genes for the principal component analysis was generated by combining all dysregulated genes from female and immature fish at each time point and removing duplicates. The value for each gene within each group was computed as the ratio of average of expression of treatment relative to the average of control expression levels for that gene.

We compared IPA Canonical pathways from immature fish with female fish; and some significant pathways were identified only in immature fish are related to regulation of development and cell death, including apoptosis signaling, growth hormone signaling, TGF-β signaling (Table S11). Moreover, biomarkers for ovary development, such as vitellogenin 2 (*vtg2*), *vtg4 and vtg7*, were only found to be significantly down-regulated in immature fish.

Expression of exon 4 within *vasa* was quantified by QPCR as shown in Figure 12 and Figure 13. In the dose-dependent experiment, expression of exon 4 was significantly up-regulated in male fish and significantly down-regulated in females (Figure 12). Expression of exon 4 in males and females treated with 100 ppb TCDD were significantly different from those in control males or females. In the time-dependent experiment, expression of exon 4 in males was up-regulated in both control females and immature female in the 100-ppb group (Figure 13); however, there was a sharp decrease in expression of exon 4 in 100 ppb TCDD-treated female fish at 28 d.

**Figure 12:**
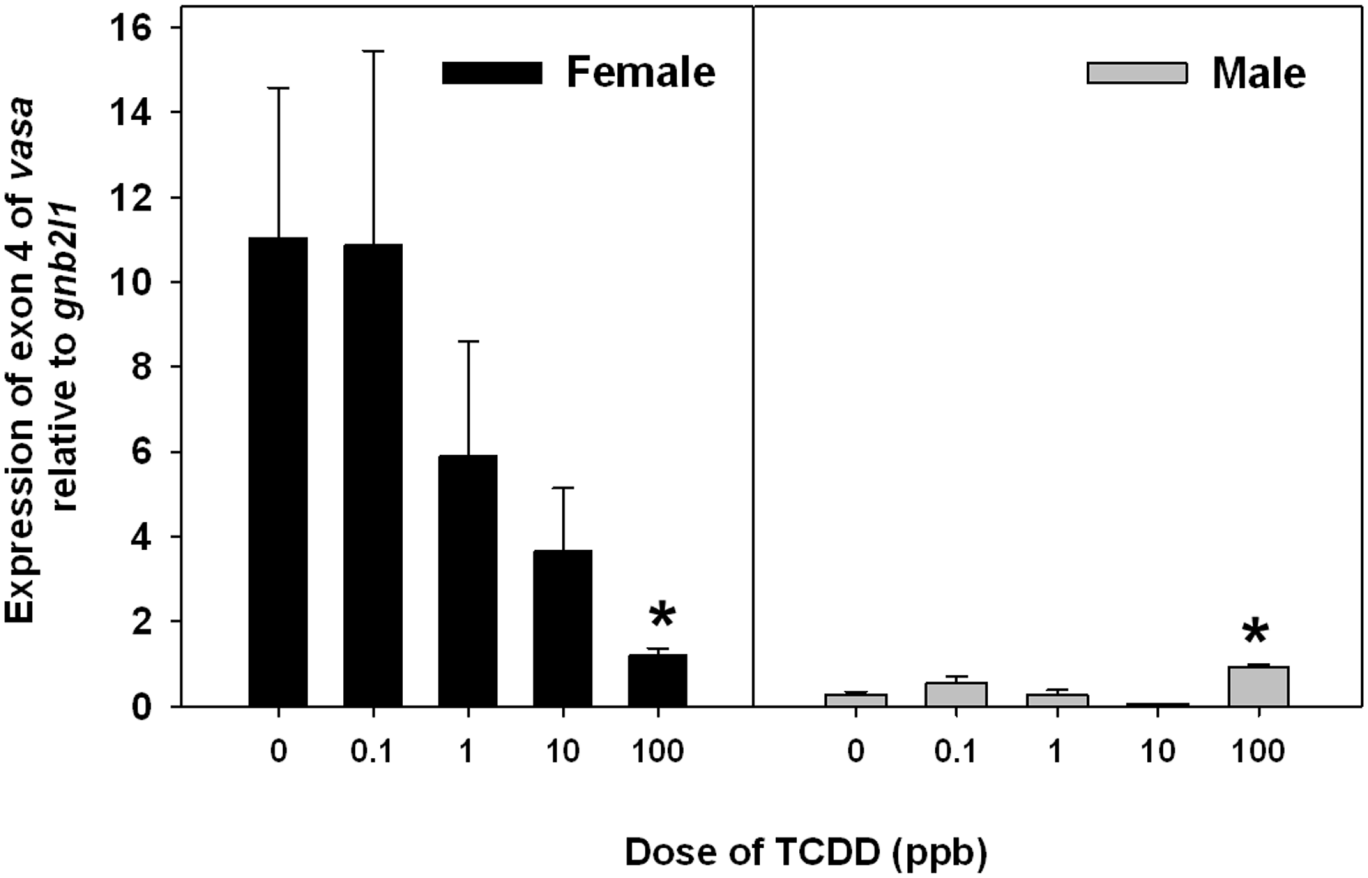
Expression of exon 4 of vasa in female and male zebrafish treated with TCDD at 28 d. The asterisk (*) means significant differences in exon 4 expression in 100 ppb group compared to control group with one-way ANOVA.

**Figure 13:**
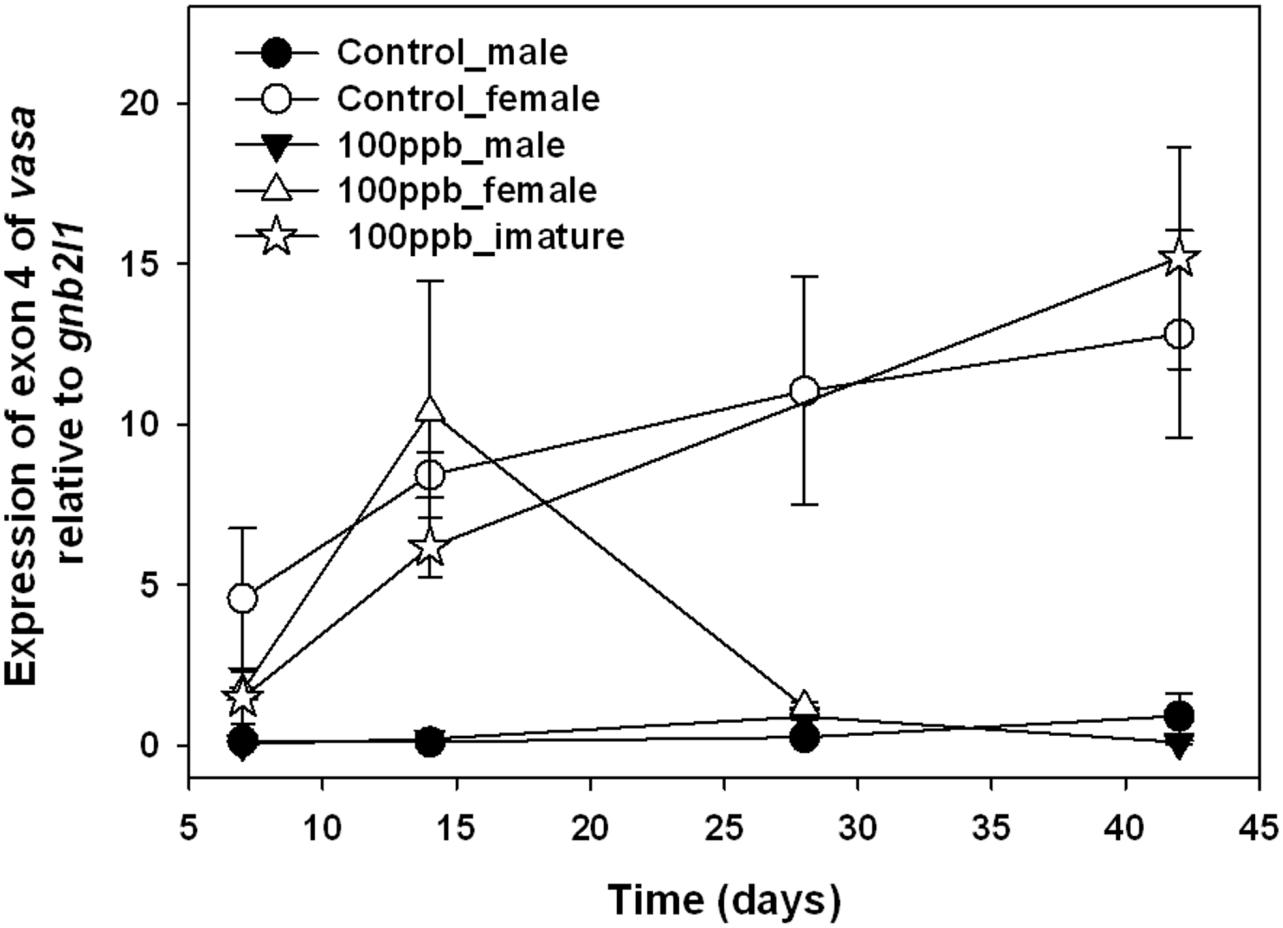
Expression of exon 4 of vasa in zebrafish treated with 100 ppb TCDD within 42 d. Immature female fish were found at 7, 14, and 42 d. And no fish in 100 ppb group were identified as female by physical observation at 42 d.

## Discussion

### Growth and accumulation of TCDD

Exposure of zebrafish embryos (2 h post-fertilization, hpf) to waterborne TCDD caused decreases in total body length and length of bone in the jaw of lava [24]. A study by Lanham *et al.* [25] showed that body weight of zebrafish was decreased by waterborne exposure to TCDD at 5 day post-fertilization (dpf) or 20–25 dpf, but decreased weight was not observed after 35 dpf, indicating that sensitivity of fish to TCDD exposure decreases during growth. In the present study, the juvenile fish were larger and older than those in the Lanham study; highest accumulated TCDD at 15.49 and 18.04 ppb in female and male fish did not cause significant mortality, except for decreases in body weight at 28 d (Table S1). This indicates that life-stage and body size account for much of the sensitivity to TCDD in zebrafish. Additionally, differences between zebrafish and other fish species reflect the species-specific sensitivity to TCDD exposure [26], [27], which might be due to the specific affinities of AhR to TCDD in different species [28]. Decreases in body length and weight in TCDD-treated zebrafish may be due to loss of nutrition because of TCDD-induced lesions in their digestive systems (oropharynx, liver, intestine and pancreas) found at 28 d and 42 d.

Previous study by King Heiden *et al*. [29] showed that dietary TCDD exposure (applied doses at 43 ppb) caused 36 ppb in whole-body fish at 20 d; and TCDD is highly accumulates in lipid-rich organs, such as ovary. In the present study, assimilations of TCDD in both females and males exhibited dose- and time-dependent increases in whole fish (Figure 3). Dietary TCDD at 100 ppb resulted in the assimilation of 15.49 and 18.04 ppb in female and male fish at 28 d, respectively, without significant mortality. Thus, the treatments we used for exposure in this project can be applied to sublethal pathologic/toxic research using zebrafish.

### Lesions associated with dysregulation of gene expression in TCDD-treated zebrafish

Previous laboratory studies in mammals show that TCDD causes lesions in multiple organs, such as liver, lung [30] and dermis [31]. In teleost, pathologic alterations observed in zebrafish were similar to those of other fish species. TCDD causes craniofacial malformations, disruption in jaw cartilage growth, yolk sac edema, altered heart rate, heat failure, and delayed development and death in embryos and larvae [7], [29], [32]–[35]. In adult fish, TCDD causes hepatic lipidosis and hypertrophy, glycogen depletion in liver, inhibition of fin regeneration and altered gonadogenesis [11], [36], [37]. In juvenile fish, the TCDD-induced lesions observed reflect similarity to exposed embryo/larvae and adults, including craniofacial malformations, degeneration in fin and gill, and altered pigmentation [25], [38].

In the present study, lesions (Figure 4) identified in juvenile zebrafish showed certain similarities to previous research on juvenile yellow perch (*Perca flavescens*) treated with TCDD, such as decreases in hemopoietic cells in kidney marrow, depletion of adipose tissue, and edema syndromes [39]. Skeletal malformation and glycogen depletion in liver seen in the present study were also reported in larvae and adult fish [11], [25], [37]. However, altered pigmentation and fin necrosis were not observed, as was reported in 30 dpf juvenile zebrafish [25] and juvenile yellow perch [39]. TCDD was found to influence proliferation or differentiation processes of hemopoietic stem cells in bone marrow of mice after dietary exposure [40]. Unlike human beings, hemopoiesis occurs in kidney marrow of zebrafish instead of in bone marrow [41], [42]. We found that the number of hemopoietic cells in kidney marrow was reduced in zebrafish treated with TCDD, and this may be correlated with the anemia observed in peripheral blood.

Results from IPA showed that ahr signaling was one of significant Canonical pathways and metabolism of xenobiotics by cytochrome P450 was one of significant Tox lists (Table 2). 

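Targets of the cytochrome P450 genes CYP1A1 and CYP1B1, classical targets of the aryl hydrocarbon receptor, rose in both sexes at 28 d of dietary TCDD at 100 ppb. A target matched to CYP1A1 rose from 11.83 ± 0.56 to 14.13 ± 1.03 in females and from 12.64 ± 0.69 to 15.71 ± 0.34 in males (SD, n = 3 fish in each group). cyp1b1 rose from 9.63 ± 0.10 to 10.86 ± 0.33 in females and from 10.22 ± 0.26 to 12.52 ± 0.79 in males (SD, n = 3), and a second target, matched to CYP1B1, from 9.21 ± 0.24 to 11.11 ± 0.34 and from 10.49 ± 0.28 to 13.28 ± 0.53 (SD, n = 3). The CYP1A1-matched target (ZV700S00006613) lies on chromosome 18 of Zv7 from 1584780 to 1592242, and cyp1b1 (NM_001045256) on chromosome 13 from 51262736 to 51267079. In females the changes at 100 ppb were 2.31 (standard error 0.44, adjusted p = 0.0229) for the CYP1A1-matched target, 1.24 (standard error 0.21, adjusted p = 0.0126) for cyp1b1 and 1.90 (standard error 0.23, adjusted p = 0.00290) for the CYP1B1-matched target. In males they were 3.07 (standard error 0.35, adjusted p = 2.25e-04) and 2.79 (standard error 0.28, adjusted p = 1.31e-04) for the CYP1A1- and CYP1B1-matched targets, with a standard error of 0.35 and adjusted p = 0.00124 for cyp1b1. In 2 of the 3 males at 100 ppb the CYP1A1-matched target was at the top of the scale, so its rise in males and its difference between the sexes are compressed. cyp1d1, chosen after its values were seen, had log2 fold changes of 0.05 (adjusted p = 0.969) in females and -0.48 (adjusted p = 0.357) in males. At 10 ppb the CYP1A1-matched target had log2 fold changes of 1.11 in females (adjusted p = 0.257) and 1.50 in males (adjusted p = 0.180), and at 0.1 and 1 ppb of -0.56 and -0.84 in females (adjusted p = 0.589 and 0.298) and -2.14 and -2.31 in males (adjusted p = 0.0182 and 0.0130). Its response to 100 ppb differed between the sexes by 0.76 (male minus female, adjusted p = 0.503), and that of cyp1b1 by 1.06 (adjusted p = 0.156). Of 7 AHR target genes, 2 rose in females, none fell and 5 did not pass the test, as when adjusted over the list alone (median 0.43, adjusted p = 5.57e-04 by limma's camera test, and adjusted p = 0.136 with an estimated correlation). In males 4 rose, none fell and 3 did not pass, and 5 rose when adjusted over the list alone (median 1.14, adjusted p = 2.89e-05, and adjusted p = 0.165 with an estimated correlation). The other male rises were ahrrb, the repressor of the receptor, with 1.45 (standard error 0.28, adjusted p = 0.00491) and tiparp, a poly-ADP-ribose polymerase induced by TCDD, with 1.14 (standard error 0.23, adjusted p = 0.00588). In females ahrrb and the transcription factor foxq1b had log2 fold changes of 0.43 (adjusted p = 0.307) and 0.47 (adjusted p = 0.528). Of 6 genes of the receptor and its partners, 2 rose in males, none fell and 4 did not pass, as when adjusted over the list alone (median 0.26, adjusted p = 0.216). These were the receptor ahr1b with 1.32 (standard error 0.20, adjusted p = 0.00132) and a target matched to ARNT2, a dimerization partner, with 0.75 (adjusted p = 0.0321), while the co-chaperone aip had a log2 fold change of -0.63 (adjusted p = 0.106). In females none of the 6 passed in limma, and none had an unadjusted p under 0.05 (median 0.10, adjusted p = 0.934), with 0.27 (adjusted p = 0.585) for ahr1b, whose response differed between the sexes by 1.04 (adjusted p = 0.0458). The log2 fold changes of the other receptor genes in females and males were -0.08 (adjusted p = 0.867) and 0.10 (adjusted p = 0.788) for ahr2, 0.34 (adjusted p = 0.648) and 0.43 (adjusted p = 0.338) for ahr1a, and -0.34 (adjusted p = 0.456) and -0.26 (adjusted p = 0.492) for arnt, of which a dimmer target in males changed by -1.01 (adjusted p = 0.0217). The female call of the CYP1A1-matched target was lost without any 1 of the 3 control females and without 100 ppb female 2 or 3, that of cyp1b1 without control female 1 or 2 and with the slide as a block (adjusted p = 0.142), and the median of the female list was 0.24 without 100 ppb female 2. In males the call of ARNT2 held in 11 of 15 fits with 1 fish left out, and the slide as a random block ended the calls of ahrrb and ARNT2 (adjusted p = 0.0921 and 0.114), and whether the lists differ between the sexes was not tested.

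**Figure D2:**
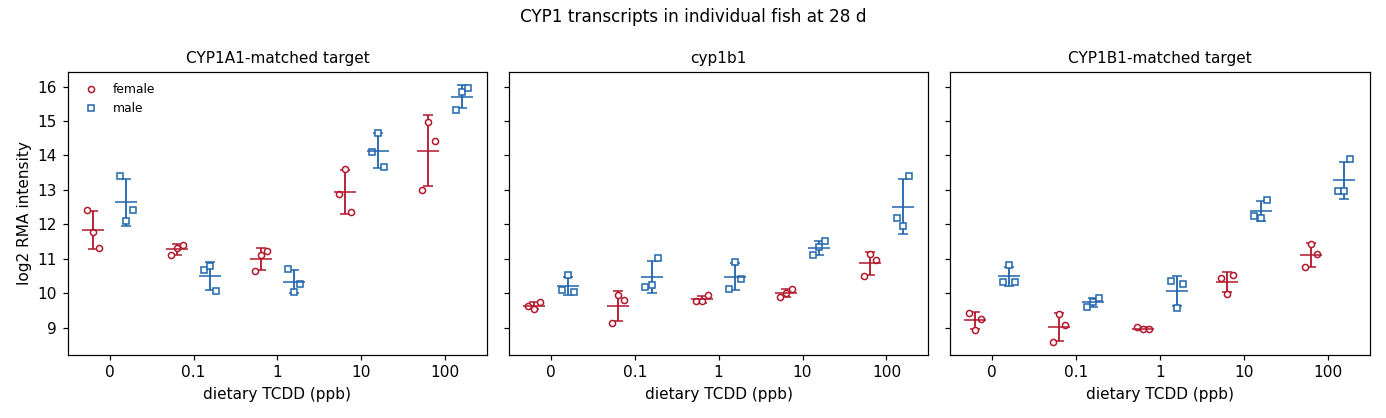
Log2 intensity of the CYP1A1-matched target, cyp1b1 and the CYP1B1-matched target in each fish against the dietary dose of TCDD (ppb). Females are red circles and males blue squares, each with the mean of 3 fish as a dash and the SD as a bar; the 100 ppb means of the CYP1A1-matched target are 14.13 in females and 15.71 in males.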

TCDD is known to bind ahr and arnt to mediate gene expression, such as cytochrome P450, family 1, subfamily A, cyp1a [43]. TCDD-induced oxidative stress can also trigger an apoptotic signal and induction of cytochrome P450 enzymes is a critical event in the apoptotic cascade [44]. Significant enrichment regarding NRF2-mediated oxidative stress response, p53 signaling, and cell cycle regulation indicated that the lesions induced by TCDD in fish might correlate with TCDD-induced oxidative stress and apoptosis. Tox Lists related to diseases of heart, kidney and liver were significantly represented in both the dose- and time-dependent experiments, including cardiac necrosis/cell death, cardiac fibrosis, long-term renal injury pro-oxidative response panel, renal necrosis/cell death, and liver necrosis/cell death (Tables S11 and S12). All of these results are highly correlated with chronic toxic effects of TCDD we observed in heart, kidney and liver (Figure 4).

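In the dose experiment at 28 d, a list of liver genes lay lower in 100 ppb females, with 1 of its 18 genes past the test on its own, and genes of the heart did not shift as a list in either sex. rbp4, the plasma carrier of retinol, was 12.51 ± 0.27 in control females and 11.56 ± 0.60 at 100 ppb (SD, n = 3 fish in each group), and f2, the clotting factor prothrombin, 14.27 ± 0.53 and 12.65 ± 1.28 (SD, n = 3). In males a target matched to HPX, the heme carrier hemopexin, fell from 15.49 ± 0.60 to 13.04 ± 1.08 (SD, n = 3), and tnni1c, a troponin of striated muscle, from 12.92 ± 0.03 to 11.27 ± 0.40 (SD, n = 3). All 18 genes of this list, which holds 5 liver enzymes (TDO2, HPD, hgd, pah and tat) beside plasma proteins, had lower means in 100 ppb females, where none rose, 1 fell and 17 did not pass the test, and 13 fell when adjusted over the list alone. The median was -1.02 (adjusted p = 1.03e-11 by limma's camera test), and adjusted p = 0.211 with an estimated correlation. The log2 fold changes were -0.95 (adjusted p = 0.103) for rbp4, -1.62 (adjusted p = 0.122) for f2 and -1.12 (adjusted p = 0.108) for ambp, which encodes a plasma protease inhibitor, and the gene that fell was the transferrin tfa. In males none of the 18 rose, 2 fell and 16 did not pass, as when adjusted over the list alone (median -0.15, adjusted p = 0.587). The HPX-matched target, at the top of the scale in 2 of the 3 control males, changed by -2.45 (standard error 0.46, adjusted p = 0.00441), and tat, a tyrosine aminotransferase of the liver, and the copper carrier cp had log2 fold changes of 1.37 (adjusted p = 0.0986) and 0.45 (adjusted p = 0.0893). Of 14 heart genes, 1 rose in males, 1 fell and 12 did not pass, and 2 rose and 1 fell when adjusted over the list alone (median 0.20, adjusted p = 0.587). nppc, a natriuretic peptide, rose by 1.09 (adjusted p = 0.0244) and tnni1c fell by 1.65 (standard error 0.28, adjusted p = 0.00238), while the cardiac transcription factor tbx20 and the cardiac myosin light chain cmlc1 had log2 fold changes of 1.00 (adjusted p = 0.0576) and -1.39 (adjusted p = 0.131). In females none of the 14 heart genes passed in limma (1 at an unadjusted p under 0.05; median -0.05, adjusted p = 0.464), with -0.86 (adjusted p = 0.322) for cmlc1, while myl7, an atrial and ventricular myosin light chain, was not well above background at 100 ppb. With the slide as a block the female heart list had a median of -0.24 (adjusted p = 0.0146), the median of the female liver list was -0.56 without 100 ppb female 1, and the call of nppc held in 12 of 15 fits and was lost with the random block (adjusted p = 0.146), and whether the lists differ between the sexes was not tested. From the enrichment of NRF2-mediated oxidative stress response, p53 signaling and cell cycle regulation, the paper proposes that the lesions might correlate with oxidative stress and apoptosis. The paper states that the Tox Lists of heart, kidney and liver disease correlate with the toxic effects it observed in these organs.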

TCDD-induced neuronal toxicities have mainly been reported in rats and mice following intraperitoneal injection of high doses. These include apoptosis in granule neuron cells, alterations in metabolism of neurotransmitters, formation of reactive oxygen species (ROS) in cerebellum, and dysfunction in motor, learning and visual abilities [45]–[49]. In zebrafish, embryonic exposure to TCDD reduces the number of neurons in the larval brain [50] and causes apoptosis in midbrain [51]. We reported the first evidence of TCDD-induced morphologic lesions in the olfactory organ of rainbow trout [38], in this study we found similar results from TCDD-treated zebrafish that exhibited highly disorganized and poorly differentiated hyperplastic lamellae (Figure 5). Evidence of TCDD-induced lesions in nasal epithelium of teleost is similar to results in rats which show hyperplastic and metaplastic changes within the nasal mucosa after chronic administration by gavage with TCDD [52].

Enriched GO terms in cluster 1, 2, 3 and 4 for treated male fish (Figure 9B) exhibited a correlation with nervous system development, such as endothelial cell proliferation (cluster 1), brain development and central nervous system development (cluster 3). Some enriched GO terms from male fish also related to eye development, such as sensory perception of light stimulus and overall visual perception. There is a single report of TCDD-induced decreases in the densitiy of retinal ganglion cells in rainbow trout [53] but nothing in zebrafish. We did not focus on eye development in this study, and potential effects of TCDD on eye development in zebrafish need to be further explored.

### TCDD-induced disruption of ovarian development associated with gene expression in zebrafish

TCDD was found to inhibit the transition from the pre-vitellogenic stage to the vitellogenic stage in follicles of adult female zebrafish [36], and caused decreases in ovarian weight and ovarian necrosis [29]. Early-life waterborne exposure to TCDD caused impairment of reproductive capacity in both males and females as adults [7]. In the present study, we found that less than 30% of the collected fish contained a mature ovary when exposed to 10 ppb and none in the 100 ppb group at 42 d. This made it difficult for us to determine their sex by physical observation during sampling. Histopathologic analysis showed that ovaries were immature in fish treated with 100 ppb TCDD and that many contained immature cortical alveolar and perinucleolar oocytes, stages prior to the vitellogenic stage [54] (Figure 6). In addition, sex determination by PCR using *vasa* primers also confirmed that the fish with abnormal gonads were female (Figure 2 and Table 1). Our results are thereby similar to a previous study by Wannemacher *et al*. [55] that showed significant increases in the number of fish with immature, previtellogenic oocytes after dietary exposure to TCDD.

The *vasa* mRNA is expressed as two alternatively spliced transcripts (with or without exon 4) that are differentially expressed in males and females. The longer product that contains exon 4 is primarily expressed in females with very low expression in males [16]. Using our QPCR assay specifically targeting exon 4, we found that expression of exon 4 was down-regulated in females in both Dose- and Time-dependent experiments; however, expression of exon 4 in immature females is similar to that of normal female fish in the control group (Figures 12 and 13), indicating that TCDD might only influence splicing of *vasa* in female fish with matured ovaries. Previous studies use expression of *vasa* mRNA as a marker for primordial germ cells of zebrafish at early-life stages [56], [57], however, little is to know about the function of *vasa* on sex-determination or ovarian development during juvenile stages.

We speculated that TCDD may inhibit the estrogen biosynthesis process by down-regulation of genes related to estrogen production, such as steroidogenic acute regulatory protein (*star*), *cyp11a1*, and *cyp19a1a* (aromatase), as we observed in our previous studies [12], [36]. However, none of these genes was found to be dysregulated significantly by TCDD in immature fish except for *cyp17a1*, which showed a four-fold up-regulation at 14 d. We also evaluated genes related to regulation of ovarian development, such as follicle-stimulating hormone receptor (*fshr*), luteinizing hormone receptor (*lhcgr*), estrogen receptors (*esr1, esr2a, esr2b*), epidermal growth factor (*egf*) and egf receptor (*egfr*), and we found that only *esr1* and *efgr* were down-regulated at 7 d and 42 d in immature fish, respectively. Thus, our results cannot provide strong support for TCDD-induced disruption of ovarian development through inhibition of the estrogen biosynthesis pathway, but does suggest effects on receptor signaling involved in ovarian foliculogenesis. It is important to remember that, in this study, we performed microarray using RNA isolated from whole fish. In order to reveal transcriptional changes relevant to tissue-specific effects if may be necessary to use only mRNA from that tissue.

In the Great Lakes region, TCDD levels of 0.02–0.04 ppb have been reported in salmonid species (e.g., lake trout) [58], [59]. We used much higher levels of TCDD in the laboratory since we wished to investigate the mechanisms of dietary TCDD toxicity in zebrafish, which are much more resistant to the toxic effects of TCDD than are salmonids using other means of exposure [26]–[28], [60]–[61]. In a recently published parallel study using rainbow trout [38], we found that dietary TCDD caused overt toxicity in juvenile rainbow trout at wide range (from 0.1 ppb to 100 ppb). Zebrafish in this study were more resistant to dietary TCDD exposure as indicated by lower observed mortality and fewer pathologic alterations in the lower dose groups. In conclusion, chronic dietary TCDD exposure from juvenile stages delayed maturation of ovaries in female fish and caused lesions in multiple organs in zebrafish, and caused dose- and time-dependent TCDD accumulation. Functional and pathway analysis of microarray data using whole fish body revealed a correlation with various lesions and putative mechanisms for their genesis. As for the disruption of ovarian development and lesions in nasal epithelium induced by TCDD, tissue-specific microarrays should be performed to explore the mechanisms.

## Supporting Information

Table S1 **Body weight, length and condition factor (CF) of male and female zebrafish during 42 d of dietary TCDD exposure.**
(XLSX)

Table S2 **Epithelial lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.**
(DOCX)

Table S3 **Epithelial lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.**
(DOCX)

Table S4 **Mesenchymal lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.**
(DOCX)

Table S5 **Mesenchymal lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.**
(DOCX)

Table S6 **Edema syndrome lesions in zebrafish sampled after 28 d weeks of dietary exposure to TCDD.**
(DOCX)

Table S7 **Edema syndrome lesions in zebrafish fry sampled after 42 d of dietary exposure to TCDD.**
(DOCX)

Table S8 **Dysregulated genes in female zebrafish after 28 d of exposure to TCDD (FDR0.05).**
(XLSX)

Table S9 **Dysregulated genes in male zebrafish after 28 d of exposure to TCDD (FDR0.05).**
(XLSX)

Table S10 **Dysregulated genes in male, female and immature zebrafish at 7 d, 14 d, 28 d and 42 d of exposure to 100 ppb TCDD (FDR0.05).**
(XLSX)

Table S11 **Representative significant Canonical Pathways and Tox Lists from dysregulated genes in zebrafish treated with 100 ppb TCDD at 7, 14 or 42 d.**
(XLSX)

Table S12 **Representative significant Canonical Pathways and Tox Lists from dysregulated genes in zebrafish treated with TCDD at 28 d.**
(XLSX)

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S2 — Epithelial lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.

**Table S2. Epithelial lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.**

| Treatment (TCDD in diet in ppb) | Oro-pharynx^a^ | Liver^b^ | Intestine and Stomach^c^ | Exocrine Pancreas Acinar Cells^d^ | Nasal Neuro-sensory Epithelium^e^ | Fraction (%) of Ovaries with Vitellogenic Oocytes | Volume (%) of Ovaries Composed of Vitellogenic Oocytes |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Control 1 | 0/10 | 0/10 | 0/10 | 0/10 | 0/3 | 6/6 (100%) | 63% |
| Control 2 | 0/10 | 0/10 | 0/10 | 0/10 | 0/3 | 5/5 (100%) | 68% |
| 1 | 0/10 | 1/10 | 0/10 | 0/10 | 0/3 | 5/5 (100%) | 70% |
| 10 | 0/10 | GD 1/10 (2+) ^f^ | 0/10 | 0/10 | 0/8 | 2/2 (100%) | 75% |
| 100 | MHP 0/10; CD 0/10 | GD 4/10 (2-3+) | 0/10 | 1/10 (2+) | UDNS, EM 5/5 (2+) | 0/5 (0%) | 0% |

**Key to Histologic Lesions**:

^a^ MHP=hyperplasia of mucous cells of distal esophagus; CD=cystic degeneration of epithelium of pharyngeal pad

^b^ GD=depletion of cytoplasmic glycogen from hepatocytes in comparison to control fish

^c^ UD=underdeveloped in comparison to control fish

^d^ DSG=depletion of secretory granules in acinar cells in comparison to control fish

^e^ UDNS, EM=neurosensory epithelium underdeveloped and lacking cilia, neuroepithelial rosette formation indicating damage to epithelium (UDNS); excess mucus filling lumina of nasal pouches

^f^  Severity of lesion: 1+=mild; 2+=moderate; 3+=severe

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S3 — Epithelial lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.

**Table S3. Epithelial lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.**

| Treatment (TCDD in diet in ppb) | Oro-pharynx^a^ | Liver^b^ | Intestine^c^ | Exocrine Pancreas Acinar Cells^d^ | Nasal Neuro-sensory Epithelium^e^ | Fraction (%) of Ovaries with Vitellogenic Oocytes | Volume (%) of Ovaries Composed of Vitellogenic Oocytes |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Control 1 | 0/10 | 0/10 | 0/10 | 0/10 | 0/3 | 6/6 (100%) | 68% |
| Control 2 | 0/10 | 0/10 | 0/10 | 0/10 | 0/0 | 7/8 (88%) | 55% |
| 1 | 0/10 | 1/10 | 0/10 | 0/10 | 0/7 | 7/7 (100%) | 67% |
| 10 | 0/10 | GD 3/10 (2+) | 0/10 | 0/10 | 0/7 | 2/7 (29%) | 19% |
| 100 | MHP 7/10 (2+)^g^; CD^e^ 4/9 (1+); RK ^f^ 8/9 | GD 7/10 (2+) | UD 10/10 | DSG 9/9 (2+) | CD 6/6 (2+) | 0/7 (0%) | 0% |

**Key to Histologic Lesions:**

^a^ MHP=hyperplasia of mucous cells of distal esophagus; CD=cystic degeneration of epithelium of pharyngeal pad

^b^ GD=depletion of cytoplasmic glycogen from hepatocytes in comparison to control fish

^c^ UD=underdeveloped in comparison to control fish

^d^ DSG=depletion of secretory granules in acinar cells in comparison to control fish

^e^ CD=in nose, cystic degeneration of neurosensory epithelium with excess mucus filling lumina of nasal pouches; in pharyngeal pad, cystic degeneration results from clusters of dying cells forming cystic spaces in the epithelium

^f^  RK=epithelium of pharyngeal pad is less well differentiated than in controls and forms less or no keratin on its surface

^g^ Severity of lesion: 1+=mild; 2+=moderate; 3+=severe

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S4 — Mesenchymal lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.

**Table S4. Mesenchymal lesions in various organs of zebrafish sampled after 28 d of dietary exposure to TCDD.**

| Treatment (TCDD in diet in ppb) | Reduced Hemopoietic Cells in Kidney Marrow | Anemia Evident in Peripheral Blood | Foreshortened Maxilla | Reduced Abdominal Adipose Tissue |
| --- | --- | --- | --- | --- |
| Control 1 | 0/10 | 0/10 | 0/10 | 0/10 |
| Control 2 | 0/10 | 0/10 | 0/10 | 0/10 |
| 1 | 0/10 | 0/10 | 0/10 | 0/10 |
| 10 | 0/10 | 0/10 | 0/10 | 0/10 |
| 100 | 0/10 | 6/10 | 0/10 | 4/10 |

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S5 — Mesenchymal lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.

**Table S5. Mesenchymal lesions in various organs of zebrafish sampled after 42 d of dietary exposure to TCDD.**

| Treatment (TCDD in diet in ppb) | Reduced Hemopoietic Cells in Kidney Marrow | Anemia Evident in Peripheral Blood | Foreshortened Maxilla | Reduced Abdominal Adipose Tissue |
| --- | --- | --- | --- | --- |
| Control 1 | 0/10 | 0/10 | 0/10 | 0/10 |
| Control 2 | 0/10 | 0/10 | 0/10 | 0/10 |
| 1 | 0/10 | 0/10 | 0/10 | 0/10 |
| 10 | 0/10 | 0/10 | 0/10 | 0/10 |
| 100 | 3/10 | 4/10 | 9/10 | 10/10 |

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S6 — Edema syndrome lesions in zebrafish sampled after 28 d weeks of dietary exposure to TCDD.

**Table S6. Edema syndrome lesions in zebrafish sampled after 28 d weeks of dietary exposure to TCDD.**

| Treatment (TCDD in diet in ppb) | Pericardial Edema | Ascites | Edema in Ovarian Stroma | Retrobulbar edema |
| --- | --- | --- | --- | --- |
| Control 1 | 0/8 | 0/10 | 0/6 | 0/10 |
| Control 2 | 0/9 | 0/10 | 0/5 | 0/10 |
| 1 | 0/9 | 0/10 | 0/5 | 0/10 |
| 10 | 0/7 | 0/10 | 0/2 | 0/10 |
| 100 | 7/10 (1-2+) ^a^ | 0/10 | 5/5 (2-3+) | 3/10 (2+) |

^a^ Severity of lesion: 1+=mild; 2+=moderate; 3+=severe

# Supplementary material for: Histopathologic Alterations Associated with Global Gene Expression Due to Chronic Dietary TCDD Exposure in Juvenile Zebrafish
**Source:** PLoS One. 2014 Jul 2;9(7):e100910. doi: 10.1371/journal.pone.0100910
**Supplement:** Table S7 — Edema syndrome lesions in zebrafish fry sampled after 42 d of dietary exposure to TCDD.

**Table S7. Edema syndrome lesions in zebrafish fry sampled after 42 d of dietary exposure to TCDD**

| Treatment (TCDD in diet in ppb) | Pericardial Edema | Ascites | Edema in Ovarian Stroma | Retrobulbar edema |
| --- | --- | --- | --- | --- |
| Control 1 | 0/10 | 0/10 | 0/6 | 0/10 |
| Control 2 | 0/10 | 0/10 | 0/8 | 0/10 |
| 1 | 0/10 | 0/10 | 0/7 | 0/10 |
| 10 | 0/7 | 0/10 | 0/5 | 0/10 |
| 100 | 5/8 (1-2+) ^a^ | 0/10 | 5/7 (3+) | 2/10 (2+) |

^a^ Severity of lesion: 1+=mild; 2+=moderate; 3+=severe

How the deposited data were processed for this re-analysis (not part of the article)

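RNA of individual whole zebrafish fed 0, 0.1, 1, 10 or 100 ppb TCDD for 28 d was measured on one-color NimbleGen expression arrays, with 3 females and 3 males in each dose group and 2 arrays for each control fish. The authors scanned the arrays, extracted the signals with NimbleScan and made the deposited intensities by RMA (background correction, quantile normalization and summary over the probes of a target), on a linear scale. The values of each array were read from its own file and taken to log2, with 38489 targets of genes on each of 36 arrays. In the combined matrix of the series, 24 columns equal the values of the single arrays to within 0.1%, and the 12 columns of the dosed females hold the same values in another order of the targets, so only the single-array values were used. The control means and SDs in Tables S8 and S9 equal those over all 6 control arrays of a sex for every target that could be read (1066 in Table S9, which is incomplete).

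The array signal over background limits what can be seen. The random-sequence probes of an array had a mean log2 value of 7.56 to 8.32 in females (median 7.89) and 7.26 to 8.50 in males (median 7.87). Of the targets called by the F-test, 436 in females and 585 in males had a mean at or below the background, out of 4196 such targets on the array, and no filter was applied in the main analysis. A target at or below the random probes of its arrays in all 3 fish of a group has only a bound there, and its fold is given as at least that of the other group against the background, and as none when both groups are at or below it. Signals within 0.25 log2 units of the highest signal of an array were taken as the top of the scale, where values are compressed; this check was added after the data were seen.

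Targets were named by their RefSeq accession or by the zebrafish symbol in the array annotation and the gene tables provided. Targets with only a human symbol (7842) keep that symbol in capitals and are written as matched targets, 2077 with several human symbols and 7306 with none stayed without a name. Coordinates are those of the Zv7 assembly in the annotation.

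Each sex was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) on log2 values, after the 2 arrays of a control fish were averaged. The moderated F-test covered the 4 contrasts between a dose and the control, and each contrast had its own moderated test. All p-values were adjusted by the Benjamini-Hochberg procedure, and an adjusted p under 0.05 was called. Differences between the sexes came from a fit of the 10 groups of sex and dose over all 30 fish, and the slide test from a fit of the 6 control arrays of a sex blocked by fish. The authors' BETR was not available, so the count of called targets comes from another test of the same hypothesis. jsonlite 2.0.0 read the list of files, and Python 3.11.15 with matplotlib 3.10.9 made the annotation and the plots.

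For a gene list, one target per gene was used (that with the highest mean over the 30 fish), and the list was compared with all other targets by cameraPR with a preset correlation of 0.01 and by camera with an estimated correlation, adjusted over the 34 lists. The lists cover AHR target genes, AHR receptors and partners, vitellogenins, oocyte genes, testis genes, steroid synthesis, ovarian hormone receptors and growth factors, phototransduction and retina, lens, brain and neurons, olfactory epithelium, circadian clock, skeletal muscle and myofibril, heart, lipoproteins and lipid transport, sterol and fatty acid synthesis, bile acid synthesis and transport, NRF2 oxidative stress response, p53 and apoptosis, cell cycle and DNA replication, erythroid genes, leukocytes, inflammation and acute phase, glycolysis with gluconeogenesis and glycogen, exocrine pancreas, endocrine pancreas, intestine, liver secreted proteins with 5 liver enzymes, extracellular matrix and bone, TGF-beta signaling, adipose tissue, heat shock and protein folding, immediate early genes, and mitochondrially encoded genes. The called targets were grouped by k-means with 3 centers in females and 5 in males, as in the paper, with 50 starts and 100 iterations. The genes named are those the paper names, the 10 largest rises and the 10 largest falls at 100 ppb of each sex among targets with a symbol that passed the F-test and had all 3 fish on one side of all 3 controls, and up to 4 members of each list with the smallest p at 100 ppb. The values in Tables S8 and S9 had been seen when this rule was written. The values of some genes that it names are not reported here.

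The fit was tested on simulated data made from the measured spread of the fish. These data had independent targets, no slide or tank effect and few changed targets. The shares found and the false calls therefore hold for such data only. A log2 change of 2 was found by the F-test in 92.4% of changed targets in females and 69.7% in males, a change of 1 in 56.7% and 10.4%, and a change of 0.5 in 5.97% and 0%, with 3 false calls of 106 in females and 2 of 55 in males. In data simulated with the measured difference between the female slides and no effect of dose, the F-test called 999 targets with averaged controls and 1 with the slide as a block. The simulated spread between fish already held the spread between arrays, which was then added again. The correlation between the arrays of a fish was 0.843 there against 0.626 in the measured data. The 999 calls are therefore no measure of how many the slides alone can make. Chance was checked by 100 random regroupings of the fish and by the possible splits of 3 fish against 3, and spreads of ratios by 10000 bootstrap draws for lists and fewer for all called targets.

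The alternatives were the controls of the same slide only, the first or second control array only, all 6 control arrays as separate samples, the slide as a fixed or a random block, quantile normalization, median centering, the 50% of targets with the lowest mean left out, one-way analysis of variance, eBayes with trend and robust estimation, all 30 fish in one fit, only the 2 groups compared, the fish number as a replicate block, an adjusted p under 0.005, one target per gene, and each fish left out in turn. The fit with the slide as a random block took both arrays of a control fish as separate samples, with no term for the fish. The test of the lists at 0.1, 1 and 10 ppb was added after the data were seen. The PCR measurements, the histology and the time experiment are not part of these arrays and were left out.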

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

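The test of the slides in females, the tests of the vitellogenin and eye lists against the slides, the test of the oocyte genes for exchanged labels, the test of the lens and olfactory lists, the test between the sexes and all splits except those behind the F-tests were chosen only after the result was seen.

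The number of called targets is set beside the slides, because the 2 arrays of the same control fish differed for 2887 targets in females (807 higher and 2080 lower on slide C than on slide D) and for 14792 in males (3843 higher and 10949 lower on slide B than on slide A). The control means in the paper's Tables S8 and S9 are over both arrays of a fish, and the paper does not compare the arrays. Chance can be excluded for the F-tests, with 4802 calls in females against at most 848 in other regroupings of the 15 fish, and 8386 in males against at most 2606 (the real grouping is 1 of 100). In females the values that a slide difference needs are there, since the signed slide difference was 0.604 of the difference between the 100 ppb fish and the lower doses (bootstrap SD 0.0084, 94.5% of the calls with the same sign). In males the ratio was 0.261 (bootstrap SD 0.0046, 82.6% with the same sign), with the difference between slides C and D taken from control females. The slide and the dose cannot be told apart at 100 ppb because no male control shares that slide. The dose of TCDD stays open as the biological explanation of the calls, and it cannot be told apart from the tank, since each treatment had a single tank.

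Vitellogenins were low in 100 ppb females, with medians over the list of -5.57, -3.01 and -1.09 in the 3 fish, where members at or below background were set to it. Males labelled as females are argued against, since the oocyte genes of these fish lay -0.0175 of the way from control females to 100 ppb males (bootstrap SD 0.0300), with medians of 0.41, -0.03 and 0.03 in the 3 fish against -2.99 in 100 ppb males. The testis genes decide nothing, at 0.0819 of the way to control males (bootstrap spread 0.0935) and 0.253 of the way to 100 ppb males (bootstrap spread 0.318), since the median change of this list was -0.86 in 100 ppb males, where few of its genes passed the test. A slide difference is argued against as well, since the fall within slide C was 0.980 of the fall against the averaged controls (bootstrap SD 0.0525, median -3.56), although the top of the scale compresses both. The authors' normalization was not tested, nor was the maturity of the ovaries in these fish. The paper's histology of other fish, sampled on the same day of exposure, found no vitellogenic oocytes in the ovaries at 100 ppb. All ovaries of the control and lower-dose groups it examined held them. Comparing immature with female fish in its time experiment, the paper reports significant falls of the vitellogenins it names only in immature fish. Less mature ovaries therefore stay open for the females. The vitellogenin list also fell in 100 ppb males, with a median of -4.27 where vtg6 was taken at its bound. Less mature ovaries cannot account for that fall, but no male control shares the slide of these males. The dose of TCDD stays a hypothesis.

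The phototransduction list had higher medians at 100 ppb in both sexes, 0.57 in females and 0.77 in males. A slide difference is argued against in females, since the rise within slide C was 1.04 of the rise against the averaged controls (bootstrap SD 0.107, median 0.59). In males the difference between slides C and D, known only from control females, was -0.0608 of the male rise (bootstrap SD 0.0678), and slide and dose cannot be told apart because no male control lies on slide C. A larger share of head tissue in smaller fish needs genes of the head to rise together. The lens and olfactory lists were added to its test after the result was seen. The paper reports significantly lower weight and length of males at 100 ppb on the same day of exposure. For females at that dose its text reports a lower condition factor. Few brain genes and no lens genes passed the test in females, and no list shift at 100 ppb held with an estimated correlation. The median change of the brain list was 0.717 of that of the phototransduction list in females (bootstrap SD 0.172) and 0.780 in males (bootstrap SD 0.141), and that of the lens list 0.511 (bootstrap SD 0.129) and 0.619 (bootstrap SD 0.160), but that of the 5 olfactory genes above background was 0.469 (bootstrap SD 0.328) in females and -0.215 (bootstrap SD 0.122) in males. The paper reports lesions of the nasal epithelium, which may lower these genes as well, so head tissue stays open, as do a change within the eye, which was not tested, and the dose of TCDD.

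The response to 100 ppb differed between males and females for 1305 targets, and chance cannot be excluded, since 10 of 100 splits within the sexes gave as many, up to 5747. The test of the difference itself was passed by 41 of 249 named targets, against 1305 of all 38489. These 249 are genes that the paper names, the largest rises and falls of each sex, and list members with the smallest p at 100 ppb. Many were picked for a strong response in 1 sex, so a larger share among them is built in. No male control shares a slide with the 100 ppb males. This limit and that of chance hold for every difference between the sexes given for a gene. The values, male minus female, were 1.04 for ahr1b, 2.22 for esr1, -1.82 for her7, -2.48 for odad1, -3.35 for cfap263, 2.68 for the CTSD-matched target and 2.72 for fbxo32. They were 2.03 for the PER2-matched target, 1.87 for LOC563074, 2.15 for igfbp1a, -3.14 for rtn2b, -2.70 for the HBB-matched target and -2.64 for hapln1a, which was at or below background in 2 of the 3 males at 100 ppb. Others were -2.21 for aifm1, -1.92 for EGR1, -2.19 for pde6ga, 1.18 for rd3, 1.47 for cdhr1a, 1.22 for cry3a, 1.75 for apoa4b.1, -1.15 for ttnb, -2.58 for ATP2A1, -2.53 for smyhc1l, -1.42 for tnni1c, 1.17 for mafk, -0.90 for CCNG1, -1.69 for AURKA, -1.58 for CDK2, -1.48 for TYMS and -2.13 for cdc20, of which pde6ga was at or below background in 2 of the 3 females at 100 ppb. The value for gstk4, -3.91, is set by the background, since the target was not well above it in females at either dose or in males at 100 ppb.

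Signals outside the genes that the paper discusses were shifts of whole lists at 100 ppb, each a median log2 fold change of the list, and none of these shifts passed with an estimated correlation. Mitochondrially encoded genes lay at -0.70 and the liver list, of plasma proteins and 5 enzymes, at -1.02 in females. The exocrine pancreas lay at -0.59 in females and -1.52 in males, and sterol and fatty acid synthesis at -0.29 and -0.43. Adipose tissue lay at -0.25 in females and -0.85 in males, and extracellular matrix and bone at -0.076 and -0.85.

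The single doses, the lists, the slides and the control fish allow too few splits for a share under 0.05, and the real value was the highest of its 10 splits (of 4 exchanges for the slides) in each case. The real values and the highest of the other splits were 46 and 1, 1201 and 0, 235 and 0, and 492 and 0 targets for the doses in females, and 619 and 0, 493 and 0, 32 and 1, and 6312 and 0 in males. They were 17 and 13 lists in females, 14 and 12 lists in males, 2887 and 0 and 14792 and 0 targets for the slides of females and males, and 22950 and 0 targets for control males against control females.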

How the results depend on the processing

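The list test at the lower doses was chosen only after the data were seen. With 1 fish left out, the called erythroid list of females turned its direction, with a median of -0.10 in the main analysis and 0.03 without 100 ppb female 1. Its call was lost there (adjusted p = 0.392 by limma's camera test). Under the alternatives other than leaving out a fish, no called gene or list turned its direction. The counts of targets that moved by over 1.5 times follow by setting. Apart from the slide of the control arrays, which is set beside the counts below, the cause was not tested. Fewer targets were tested without the dimmer targets.

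With control arrays of the same slide only: female F-test 2, 0.1 ppb 1, 1 ppb 0, 10 ppb 1, 100 ppb 0, male F-test 727, 0.1 ppb 941, 1 ppb 1144, 10 ppb 10, both sexes 1. With the slide as a fixed block: female F-test 18, 0.1 ppb 1, 1 ppb 1, 10 ppb 1, 100 ppb 93, male F-test 1551, 0.1 ppb 1649, 1 ppb 2244, 10 ppb 18, both sexes 6. With the slide as a random block: male F-test 2090, 0.1 ppb 1243, 1 ppb 1264, 100 ppb 1924. With the first control array only: female 0.1 ppb 1, 1 ppb 0, 10 ppb 1, 100 ppb 3338, male 1 ppb 785, 10 ppb 14, 100 ppb 10271, difference between the sexes 2752. With the second control array only: female 0.1 ppb 3154, 1 ppb 5825, 10 ppb 3603, 100 ppb 25, male 0.1 ppb 4874, 1 ppb 2683, 10 ppb 3349, both sexes 3357, difference between the sexes 2279. The first female control arrays share slide D with the lower doses, and the second share slide C with 100 ppb. With either control array alone, female counts were therefore low within a slide and high across slides. Males at 0.1 and 1 ppb kept 941 and 1144 calls within a slide. With all 6 control arrays as separate samples: female 0.1 ppb 2, 1 ppb 669, 10 ppb 87, male 0.1 ppb 1735, 1 ppb 1430, 10 ppb 54, difference between the sexes 2552. At an adjusted p under 0.005: female F-test 975, 0.1 ppb 8, 1 ppb 117, 10 ppb 7, 100 ppb 43, male F-test 1366, 0.1 ppb 3, 1 ppb 10, 10 ppb 7, 100 ppb 1008, both sexes 273, difference between the sexes 89, female slides 191, male slides 0, female lists 11. Without the dimmer targets (fewer targets tested): female F-test 2510, 0.1 ppb 18, 1 ppb 388, 10 ppb 82, male F-test 4578, 10 ppb 20, 100 ppb 3176, both sexes 1064, control males against females 14025, female slides 1802, male slides 7945. With all 30 fish in one fit: female F-test 2993, 0.1 ppb 29, 1 ppb 647, 10 ppb 137, 100 ppb 314, male F-test 16155, 0.1 ppb 2753, 1 ppb 2322, 10 ppb 166, 100 ppb 9937. With only the 2 groups compared: female 0.1 ppb 8, 100 ppb 52, male 0.1 ppb 8, 1 ppb 263, 10 ppb 9, 100 ppb 3456.

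Single counts moved in other settings. After quantile normalization 1 ppb in males gave 823, and the share of rises among the male calls at 100 ppb, 44.9% in the main analysis, was 57.0%, and 54.1% after median centering. Trend and robust estimation gave 312 for the female slides, one-way analysis of variance 1160 for both sexes, and lists of the lengths in the paper 93. With an estimated correlation 0 lists passed in females and 0 in males. With the targets of Table S8 in place of those called here, 44 lay in clusters lower on average at all 4 doses, against 0.

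Leaving out each fish in turn gave these ranges: female F-test 2626 to 5859, female 0.1 ppb 10 to 270, female 1 ppb 371 to 1801, female 10 ppb 18 to 524, female 100 ppb 88 to 773, male F-test 4014 to 8088, male 0.1 ppb 20 to 961, male 1 ppb 18 to 735, male 10 ppb 9 to 37, male 100 ppb 2715 to 6579, both sexes 1183 to 2397, difference between the sexes 493 to 2466, control males against females 20506 to 23392, female slides 0 to 2534, male slides 0 to 13935, female lists 12 to 18, male lists 13 to 16.

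The females whose omission moved a count by over 1.5 times were 0 ppb fish 1 (0.1 ppb 75, 100 ppb 88, difference between the sexes 720, slides 0), 0 ppb fish 2 (0.1 ppb 17, 1 ppb 371, 10 ppb 18, 100 ppb 166, difference between the sexes 769, slides 1715), 0 ppb fish 3 (0.1 ppb 10, 1 ppb 388, 10 ppb 53, difference between the sexes 529), 0.1 ppb fish 1 (0.1 ppb 270, 10 ppb 524, 100 ppb 773), 0.1 ppb fish 2 (0.1 ppb 12), 0.1 ppb fish 3 (0.1 ppb 12), 1 ppb fish 1 (1 ppb 546), 1 ppb fish 3 (0.1 ppb 27, 1 ppb 420), 10 ppb fish 1 (10 ppb 25), 10 ppb fish 2 (10 ppb 115), 10 ppb fish 3 (0.1 ppb 30, 10 ppb 27), 100 ppb fish 1 (100 ppb 247, difference between the sexes 500), 100 ppb fish 2 (100 ppb 266, both sexes 1340, F-test 2626), 100 ppb fish 3 (both sexes 1440, F-test 2940). The males were 0 ppb fish 1 (0.1 ppb 20, 1 ppb 18, 10 ppb 12, 100 ppb 2812, difference between the sexes 493), 0 ppb fish 2 (0.1 ppb 127, 1 ppb 216, 10 ppb 18), 0 ppb fish 3 (0.1 ppb 41, 1 ppb 64, 10 ppb 10, 100 ppb 2715, difference between the sexes 616, slides 0), 0.1 ppb fish 1 (0.1 ppb 50), 0.1 ppb fish 3 (0.1 ppb 296), 1 ppb fish 1 (1 ppb 274), 1 ppb fish 2 (1 ppb 50), 1 ppb fish 3 (1 ppb 22), 10 ppb fish 1 (0.1 ppb 385, 10 ppb 9), 10 ppb fish 2 (10 ppb 10), 10 ppb fish 3 (10 ppb 19), 100 ppb fish 1 (100 ppb 2900, both sexes 1183, F-test 4014, difference between the sexes 519), 100 ppb fish 3 (0.1 ppb 961, difference between the sexes 2466). The cause was not tested.

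With the fish number as a replicate block, the counts in males were 319 at 0.1 ppb, 284 at 1 ppb and 17 at 10 ppb, and no other count moved by over 1.5 times. The fish of different doses share only a number, and those with the same number had correlations of their deviations of 0.036 on average in females (-0.150 to 0.188) and -0.034 in males (-0.323 to 0.340), with 8 of 15 females and 4 of 15 males closest to a fish of their own number, a hint from the data and not the design.

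Of the named genes, 14 calls in females ended with the slide as a fixed block, 30 with the second control array only, 31 with only the 2 groups compared and 33 at an adjusted p under 0.005, and 31 in males with the random block and 48 at 0.005. With 1 fish left out, 6 of 36 called genes in females and 69 in males (32 were not) were called in every fit, as were 11 of 17 lists in females and 12 of 14 in males. The stricter threshold ended the shifts of the lens, muscle, erythroid, intestine, extracellular matrix and adipose lists in females and of the testis, circadian and sterol lists in males. The fixed block ended those of the lens and adipose lists in females, the first control array those of the erythroid, intestine, extracellular matrix and adipose lists in females and the circadian and sterol lists in males, and leaving out the dimmer targets those of the ovarian receptor, lens, intestine and adipose lists in females and the testis, circadian and adipose lists in males. No male control shares a slide with males at 100 ppb, so the settings within a slide give no value there. A fall below the signal of the random probes cannot be read as less RNA, which limits the 4196 of 38489 targets at or below it. With the members at or below background in all fish of a group taken at their bound, and those with no fold left out (chosen after the data were seen), the list medians moved in females as testis 0.10 to 0.03, steroid synthesis 0.12 to 0.09, phototransduction 0.57 to 0.58, olfactory epithelium 0.03 to 0.27, heart -0.05 to -0.17, p53 and apoptosis 0.08 to 0.07, erythroid -0.10 to -0.14, leukocytes 0.14 to 0.22, inflammation and acute phase 0.05 to 0.00, exocrine pancreas -0.59 to -0.57, intestine -0.37 to -0.42, and in males as vitellogenins -4.57 to -4.27, testis -0.86 to -0.78, steroid synthesis -0.31 to -0.25, ovarian hormone receptors and growth factors -0.39 to -0.18, phototransduction 0.77 to 0.80, olfactory epithelium -0.15 to -0.17, muscle -0.50 to -0.45, heart 0.20 to 0.19, sterol -0.43 to -0.46, p53 and apoptosis -0.10 to -0.07, erythroid -0.46 to -0.48, leukocytes 0.11 to 0.22, inflammation and acute phase 0.19 to 0.21, intestine -0.43 to -0.48, adipose -0.85 to -0.93.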

Differences from the paper's values

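In females 4802 targets passed the F-test here, 37.2 times the length of the paper's Table S8, at an adjusted p under 0.05 as in the paper's methods but with another test (the legend of the paper's cluster figure gives 0.005). All alternatives set before the data were examined differ from that length by over 1.5 times: an adjusted p under 0.005 (975), controls of the same slide (2), the first control array (3952), the second control array (6561), all 6 control arrays (3651), the slide as a fixed block (18), quantile normalization (5053), median centering (5057), the dimmer targets left out (2510), trend and robust estimation (4885), all 30 fish in one fit (2993), the fish number as a replicate block (4598), one target per gene (3530), one-way analysis of variance (3580).

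In males the paper reports 2106 genes, against 8386 targets here. Of the alternatives set before the data were examined, the value is within 1.5 times the paper's for the slide as a fixed block (1551) and the slide as a random block (2090), the first of which covers 0.1, 1 and 10 ppb only, as do the controls of the same slide, and differs for an adjusted p under 0.005 (1366), controls of the same slide (727), the first control array (8337), the second control array (11933), all 6 control arrays (8556), quantile normalization (8768), median centering (8736), the dimmer targets left out (4578), trend and robust estimation (8479), all 30 fish in one fit (16155), the fish number as a replicate block (6432), one target per gene (6362), one-way analysis of variance (5594).

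The paper reports 38 genes shared by the sexes, against 2161 here. The value differs for all alternatives set before the data were examined: an adjusted p under 0.005 (273), controls of the same slide (1), the first control array (1837), the second control array (3357), all 6 control arrays (1530), the slide as a fixed block (6), quantile normalization (2295), median centering (2286), the dimmer targets left out (1064), trend and robust estimation (2221), all 30 fish in one fit (2173), the fish number as a replicate block (1773), one target per gene (1609), one-way analysis of variance (1160), lists of the lengths in the paper (93). The controls of the same slide and the slide as a fixed block leave out the 100 ppb males.

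The paper describes a female cluster that was lower at the different concentrations. None of the 3 clusters of the targets called here was lower at all doses, while clusters of the targets of Table S8 were, with mean log2 fold changes of -0.86, -0.99, -0.75 and -2.56 for 13 targets and -0.50, -0.59, -0.40 and -0.28 for 31 targets. For males the paper describes clusters of called genes in which a term was enriched, while the values given here are medians of whole gene lists. The sets of genes are therefore unlike. The paper places visual perception in male genes that were lower at 0.1 and 1 ppb and higher at 100 ppb. The phototransduction list had male medians of 0.16, 0.23 and 0.77 at these doses, and the lens list had -0.35, -0.33 and 0.50. For myofibril assembly the paper describes male genes that were higher at 0.1, 1 and 10 ppb and lower at 100 ppb, where the muscle list had medians of 0.02, -0.03, 0.15 and -0.50. A cluster of 91 readable targets of Table S9 had that pattern, with mean log2 fold changes of 0.30, 0.19, 0.23 and -1.65. Male genes of brain development are described as higher mainly at 100 ppb, where the brain list had medians of 0.23, 0.45, 0.45 and 0.60 from the lowest to the highest dose.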

Other observations

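Some hemoglobin and collagen transcripts fell in males at 100 ppb TCDD. The beta globin ba1l fell from 15.10 ± 0.17 to 12.62 ± 0.29 and the alpha globin hbaa1 from 15.70 ± 0.07 to 12.99 ± 0.89 (SD, n = 3 fish in each group), and col1a1b, a chain of the type I collagen of bone and skin, from 13.98 ± 0.37 to 11.01 ± 0.67 (SD, n = 3). adipoqb, a hormone of fat tissue, fell from 9.83 ± 0.44 to 7.82 ± 0.23 (SD, n = 3), at least 2.99-fold to a level not well above background. The changes were -2.48 (standard error 0.25, adjusted p = 1.38e-04) for ba1l, -2.71 (standard error 0.36, adjusted p = 5.51e-04) for hbaa1, for which 1 of the 3 controls was at the top of the scale, -2.21 (adjusted p = 6.73e-04) for ba2l and -1.43 (adjusted p = 8.54e-04) for alas2, the first enzyme of heme synthesis in red cells. Of 28 erythroid genes, 2 rose in males, 11 fell and 15 did not pass, and 4 rose and 13 fell when adjusted over the list alone (median -0.46, adjusted p = 5.00e-05 by limma's camera test, and adjusted p = 0.0678 with an estimated correlation). In females none rose, 1 fell and 27 did not pass, and 1 rose and 7 fell when adjusted over the list alone (median -0.10, adjusted p = 0.0275, and adjusted p = 0.534 with an estimated correlation), with -1.72 (adjusted p = 0.0224) for rh50, an ammonia channel of red cells. The collagens changed by -2.97 (standard error 0.34, adjusted p = 2.30e-04) for col1a1b, -1.87 (adjusted p = 8.84e-04) for col5a1, -1.77 (adjusted p = 0.00169) for col1a1a and -1.45 (adjusted p = 0.00193) for col6a2. Of 27 genes of extracellular matrix and bone, 1 rose in males, 12 fell and 14 did not pass, and 2 rose and 15 fell when adjusted over the list alone (adjusted p = 9.31e-06, and adjusted p = 0.241 with an estimated correlation). In females none rose, 1 fell and 26 did not pass, and 1 rose and 2 fell when adjusted over the list alone (adjusted p = 0.0493, and adjusted p = 0.425 with an estimated correlation). Of 10 genes of adipose tissue, none rose in males, 4 fell and 6 did not pass, as when adjusted over the list alone (adjusted p = 0.00344, and adjusted p = 0.165 with an estimated correlation), with an adjusted p = 0.00256 for adipoqb, and -1.02 (adjusted p = 0.0104) for fabp4a, a fatty acid carrier of fat cells, and -0.80 (adjusted p = 0.0387) for lipea, the hormone-sensitive lipase. In females none of them rose, 1 fell (dgat2) and 9 did not pass, as when adjusted over the list alone (adjusted p = 0.0423, and adjusted p = 0.187 with an estimated correlation). In males a random slide block gave an adjusted p of 0.132 for lipea. Of the genes with values in this paragraph that lie within the scale in both sexes, the change differed between the sexes (male minus female) for col1a1b, -2.50 (adjusted p = 0.0235), col5a1, -1.45 (adjusted p = 0.0209) and col6a2, -1.41 (adjusted p = 0.00632), and for the others this test was not passed. No list was tested for a difference between the sexes.

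All vitellogenins fell in males at 100 ppb, which share no slide with a male control. At the lower doses none of them passed the test of limma in the main fit. With the slide as a block, vtg2, vtg4, vtg5 and vtg7 changed at 1 ppb by -2.74, -2.63, -2.75 and -2.46 (adjusted p = 0.0256, 0.0266, 0.0186 and 0.0371), while vtg6 did not pass (adjusted p = 0.141). At 100 ppb vtg7 fell from 14.30 ± 0.37 to 8.79 ± 0.14 and vtg4 from 13.66 ± 0.60 to 8.16 ± 0.43 (SD, n = 3 fish in each group). The changes were -5.51 (standard error 0.62, adjusted p = 1.93e-04), -5.50 (standard error 0.61, adjusted p = 1.90e-04), -4.27 (adjusted p = 9.64e-04) for vtg5 and -4.09 (adjusted p = 0.00144) for vtg2. vtg6 fell at least 6.78-fold (adjusted p = 0.00461) to a level not well above background in males at 100 ppb, where vtg4 was at or below background in 2 of 3. All 5 of the list fell, as when adjusted over the list alone (median -4.57, or -4.27 with vtg6 at its bound, adjusted p = 7.26e-11 by limma's camera test, and adjusted p = 0.241 with an estimated correlation), with medians of -4.98, -4.41 and -3.66 in the 3 fish, where members at or below background were set to it. Of 12 testis genes, none rose in males, 2 fell and 10 did not pass, and none rose and 7 fell when adjusted over the list alone (median -0.86, adjusted p = 0.00893, and adjusted p = 0.503 with an estimated correlation), with -2.25 (adjusted p = 0.0128) for spag6 and -1.93 (adjusted p = 0.0209) for dnaaf1, both genes of motile cilia and sperm tails. In females none rose, 1 fell and 11 did not pass (median 0.10, adjusted p = 0.980), with -1.26 (adjusted p = 0.0497) for sycp3, a protein of meiotic chromosomes. None of 23 oocyte genes passed in limma in females (3 at an unadjusted p under 0.05, median 0.05, adjusted p = 0.397) or in males (3 at an unadjusted p under 0.05, median -0.67, adjusted p = 0.0718). Of 7 ovarian hormone receptors and growth factors, none rose in females, 1 fell and 6 did not pass, and 2 fell when adjusted over the list alone (median -0.32, adjusted p = 1.09e-04, and adjusted p = 0.115 with an estimated correlation), with -0.90 (adjusted p = 0.0139) for a target matched to FSHR, the receptor of follicle-stimulating hormone. In males none passed in limma (4 at an unadjusted p under 0.05, median -0.39, adjusted p = 0.517). Of 11 genes of steroid synthesis, none rose in females, 1 fell (nr5a1a) and 10 did not pass (median 0.12, adjusted p = 0.945), and the same held in males (median -0.31, adjusted p = 0.430). In males a random slide block gave an adjusted p of 0.0732 for spag6 and 0.0916 for dnaaf1. In females a fixed slide block gave an adjusted p of 0.0661 for sycp3 and 0.163 for the FSHR-matched target. Of the genes with values in this paragraph that lie within the scale in both sexes, the change differed between the sexes (male minus female) for dnaaf1, -2.09 (adjusted p = 0.0429), and for the others this test was not passed.

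Other genes that the paper names had the following log2 fold changes at 100 ppb. In females they were 0.12 (adjusted p = 0.883) for a target matched to STAR, 0.41 (adjusted p = 0.437) for cyp11a1.1, 0.41 (adjusted p = 0.437) for cyp17a1, -0.31 (adjusted p = 0.471) for cyp19a1a, -0.56 (adjusted p = 0.269) for lhcgr, -0.31 (adjusted p = 0.519) for esr2a, -0.32 (adjusted p = 0.517) for egfra and 0.09 (adjusted p = 0.755) for rack1. In males they were -1.20 (adjusted p = 0.0551), -0.47 (adjusted p = 0.376), -0.31 (adjusted p = 0.451), 0.30 (adjusted p = 0.456), -0.66 (adjusted p = 0.116), 0.02 (adjusted p = 0.977) and -0.07 (adjusted p = 0.817) in the same order without lhcgr, and -0.39 (adjusted p = 0.228) for the FSHR-matched target. lhcgr was at or below background in 2 of the 3 females at 100 ppb, and not well above background in males. Dimmer targets differed in males, with 1.00 (adjusted p = 0.0365) and 1.29 (adjusted p = 0.00608) for cyp17a1, 1.04 (adjusted p = 0.00188) for esr1 and 0.61 (adjusted p = 0.0386) for cyp19a1a.

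Of 7 mitochondrially encoded genes, none rose in females, 4 fell and 3 did not pass, and 5 fell when adjusted over the list alone (adjusted p = 1.66e-09, and adjusted p = 0.182 with an estimated correlation), with -0.84 (adjusted p = 0.0195) for mt-co2, -0.90 (adjusted p = 0.0283) for mt-nd1, -0.75 (adjusted p = 0.0405) for mt-nd6 and -0.70 (adjusted p = 0.0480) for mt-nd3. In males none passed in limma (0 at an unadjusted p under 0.05, median -0.04, adjusted p = 0.807), but mt-co2, mt-nd1 and mt-nd6 were at the top of the scale in all 3 control males, where a change can be missed. Of 7 genes of bile acid synthesis and transport, none rose in females, 2 fell and 5 did not pass, as when adjusted over the list alone (median -0.14, adjusted p = 0.00311, and adjusted p = 0.211 with an estimated correlation), with -1.29 (adjusted p = 0.0202) for nr1h4, the bile acid receptor, and -2.08 (adjusted p = 0.0208) for a target matched to CYP8B1. In males 2 fell and 5 did not pass, and 3 fell when adjusted over the list alone (median -0.46, adjusted p = 0.105), with -1.44 (adjusted p = 0.0188) for slc10a2 and -0.98 (adjusted p = 0.0410) for a target matched to NR0B2. Of 30 genes of sterol and fatty acid synthesis, none rose in males, 6 fell and 24 did not pass, and 7 fell when adjusted over the list alone (adjusted p = 0.0245, and adjusted p = 0.503 with an estimated correlation), with -1.70 (adjusted p = 0.00180) for elovl2, -1.92 (adjusted p = 0.00202) for hsd17b7, -1.47 (adjusted p = 0.00360) for pmvk and -1.09 (adjusted p = 0.0112) for tm7sf2. Of 19 lipoprotein genes, none rose in males, 2 fell and 17 did not pass, and 1 fell when adjusted over the list alone (median -0.05, adjusted p = 0.430), with -2.36 (adjusted p = 0.00422) for a target matched to APOB and -0.77 (adjusted p = 0.0405) for the lipoprotein lipase lpla. In females a fixed slide block gave an adjusted p of 0.178 for mt-nd6 and 0.205 for mt-nd3. In males a random slide block gave an adjusted p of 0.0746 for slc10a2, 0.138 for the NR0B2-matched target, 0.0566 for tm7sf2 and 0.119 for lpla. Of the genes with values in this paragraph that lie within the scale in both sexes, the change differed between the sexes (male minus female) for hsd17b7, -1.82 (adjusted p = 0.0386) and pmvk, -1.65 (adjusted p = 0.0170), and for the others this test was not passed.

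Of 23 leukocyte genes, 3 rose in males, 2 fell and 18 did not pass, and 4 rose and 2 fell when adjusted over the list alone (median 0.11, adjusted p = 0.454), with 1.07 (adjusted p = 0.00736) for runx1, -1.70 (adjusted p = 0.0124) for rag2 (at or below background in 2 of the 3 males at 100 ppb), 0.93 (adjusted p = 0.0339) for ighm and 0.78 (adjusted p = 0.0383) for cebpb. Of 6 genes of the endocrine pancreas, 1 rose in males, 1 fell and 4 did not pass, as when adjusted over the list alone (median 0.03, adjusted p = 0.935), with 0.79 (adjusted p = 0.0135) for the somatostatin sst2 and -1.34 (adjusted p = 0.00246) for a target matched to INS, while the zebrafish ins target, chosen after its values were seen, had -0.02 (adjusted p = 0.981). No gene of these lists passed in limma in females, with 4 leukocyte and 0 endocrine genes at an unadjusted p under 0.05 (medians 0.14 and -0.01, adjusted p = 0.228 and 0.895). None of 15 genes of TGF-beta signaling passed in limma in females (1 at an unadjusted p under 0.05, median 0.22, adjusted p = 0.356) or males (1 at an unadjusted p under 0.05, median -0.18, adjusted p = 0.734), nor did 8 of the olfactory epithelium in females (0 at an unadjusted p under 0.05, median 0.03, adjusted p = 0.628) or males (0 at an unadjusted p under 0.05, median -0.15, adjusted p = 0.517). In females no gene passed in limma in the lists of the exocrine pancreas (6 at an unadjusted p under 0.05, adjusted p = 5.34e-04, and adjusted p = 0.425 with an estimated correlation), the intestine (2 at an unadjusted p under 0.05, median -0.37, adjusted p = 0.0165, and adjusted p = 0.211 with an estimated correlation) and skeletal muscle (12 at an unadjusted p under 0.05, median -0.13, adjusted p = 0.00603, and adjusted p = 0.634 with an estimated correlation). The same held for the female lists of the circadian clock (6 at an unadjusted p under 0.05, median 0.06, adjusted p = 0.635), heat shock (2 at an unadjusted p under 0.05, median 0.10, adjusted p = 0.579), inflammation (1 at an unadjusted p under 0.05, median 0.05, adjusted p = 0.980) and immediate early genes (2 at an unadjusted p under 0.05, median -0.02, adjusted p = 0.980). In the test of the lower doses, which was chosen after the data were seen, the erythroid list of males at 10 ppb passed with an estimated correlation as well (median -0.27, adjusted p = 3.81e-04, and adjusted p = 0.0323 with an estimated correlation). In males a random slide block gave an adjusted p of 0.0523 for rag2, 0.212 for ighm, 0.118 for cebpb and 0.0642 for sst2. Of the genes with values in this paragraph, the change differed between the sexes (male minus female) for rag2, -2.16 (adjusted p = 0.0232), and for the others this test was not passed.

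Clock genes differed between male and female control fish, and a different time of day at collection is a hypothesis for this that was formed after the values were seen, with genes picked after their values were seen. It needs genes of opposite phases to move apart, and the first group (clocka, clockb, bmal2 and the ARNTL-matched target) had a median male minus female difference of -1.62 and the second (per1a, per1b, nr1d1, nr1d2b, dbpa and tefa) of 1.58, a difference of -3.19. Single values were -0.42 for clocka, -0.45 for clockb, -2.78 for the ARNTL-matched target, -3.13 for bmal2, 1.88 for per1a, 1.56 for per1b, 1.22 for nr1d1, 1.96 for nr1d2b, 1.60 for dbpa and 1.07 for tefa. The PER2-matched target (-1.98), per2 (-0.53) and per3 (1.13) were left out of the second group, and with them the difference was -2.84. Since the genes were picked by their values this settles nothing, and time of day, a sex difference of the clock and the slides, which differ between the sexes, stay open.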
